# Novel genetically engineered mouse models for clear cell renal cell carcinoma

**DOI:** 10.1038/s41598-023-35106-7

**Published:** 2023-05-22

**Authors:** Johannes C. van der Mijn, Kristian B. Laursen, Leiping Fu, Francesca Khani, Lukas E. Dow, Dawid G. Nowak, Qiuying Chen, Steven S. Gross, David M. Nanus, Lorraine J. Gudas

**Keywords:** Biological techniques, Cancer, Molecular biology, Oncology

## Abstract

Genetically engineered mouse models (GEMMs) are important immunocompetent models for research into the roles of individual genes in cancer and the development of novel therapies. Here we use inducible CRISPR-Cas9 systems to develop two GEMMs which aim to model the extensive chromosome p3 deletion frequently observed in clear cell renal cell carcinoma (ccRCC). We cloned paired guide RNAs targeting early exons of *Bap1*, *Pbrm1*, and *Setd2* in a construct containing a Cas9^D10A^ (nickase, hSpCsn1n) driven by tetracycline (tet)-responsive elements (TRE3G) to develop our first GEMM. The founder mouse was crossed with two previously established transgenic lines, one carrying the tet-transactivator (tTA, Tet-Off) and one with a triple-mutant stabilized HIF1A-M3 (TRAnsgenic Cancer of the Kidney, TRACK), both driven by a truncated, proximal tubule-specific *γ-glutamyltransferase 1* (ggt or γGT) promoter, to create triple-transgenic animals. Our results indicate that this model (BPS-TA) induces low numbers of somatic mutations in Bap1 and Pbrm1 (but not in Setd2), known tumor suppressor genes in human ccRCC. These mutations, largely restricted to kidneys and testis, induced no detectable tissue transformation in a cohort of 13 month old mice (N = 10). To gain insights into the low frequencies of insertions and deletions (indels) in BPS-TA mice we analyzed wild type (WT, N = 7) and BPS-TA (N = 4) kidneys by RNAseq. This showed activation of both DNA damage and immune response, suggesting activation of tumor suppressive mechanisms in response to genome editing. We then modified our approach by generating a second model in which a ggt-driven, cre-regulated Cas9^WT^(hSpCsn1) was employed to introduce *Bap1*, *Pbrm1*, and *Setd2* genome edits in the TRACK line (BPS-Cre). The BPS-TA and BPS-Cre lines are both tightly controlled in a spatiotemporal manner with doxycycline (dox) and tamoxifen (tam), respectively. In addition, whereas the BPS-TA line relies on paired guide RNAs (gRNAs), the BPS-Cre line requires only single gRNAs for gene perturbation. In the BPS-Cre we identified increased Pbrm1 gene-editing frequencies compared to the BPS-TA model. Whereas we did not detect Setd2 edits in the BPS-TA kidneys, we found extensive editing of Setd2 in the BPS-Cre model. Bap1 editing efficiencies were comparable between the two models. Although no gross malignancies were observed in our study, this is the first reported GEMM which models the extensive chromosome 3p deletion frequently observed in kidney cancer patients. Further studies are required (1) to model more extensive 3p deletions, e.g. impacting additional genes, and (2) to increase the cellular resolution, e.g. by employing single-cell RNAseq to ascertain the effects of specific combinatorial gene inactivation.

## Introduction

Clear cell renal cell carcinoma (ccRCC) is the most common form of primary kidney cancer in adults. A combination of multi-region tumor sampling and whole-genome sequencing has identified large somatic copy number losses of chromosome 3p, probably occurring in childhood or adolescence through chromothripsis, a disease initiating event^1–3^. The genes on chromosome 3p include VHL, PBRM1, BAP1, and SETD2, and whereas single gene inactivation has been modelled in GEMMs, the cumulative effects of simultaneous loss of several of these genes have not been assessed. These genes are neighbors on human chromosome 3p, but in mice the genes are located on different chromosomes (*Vhl;* chr6, *Bap1*; chr14, *Setd2*; chr9, *Pbrm1*; chr14), and consequently the simultaneous loss of function is challenging to achieve. While the inactivation of *VHL* is considered the rate-limiting event in carcinogenesis, the majority of ccRCC tumors also contain deletions of the genomic loci of *PBRM1*, *SETD2*, and/or *BAP1*^2,3^. In many patients these deletions are present in the trunk of the phylogenetic tree, which indicates that they likely contribute to early clonal expansion^4^. Particularly, the accumulation of multiple driver events in early ancestral clones was found to be associated with rapid disease progression and poor overall survival^4^.

The combination of VEGF- and immune checkpoint-inhibitors recently emerged as novel treatment strategy for patients with metastatic ccRCC^5–7^. Although these treatment strategies represent an improvement in care, few patients with metastatic ccRCC are being cured with the current therapies and treatment resistance invariably occurs. GEMMs have been developed to enhance our understanding of drug resistance mechanisms and facilitate the development of novel therapeutic agents. Previous research showed that conditional inactivation of *Vhl* in the kidneys of mice induces the development of premalignant lesions^8^. Subsequent research has demonstrated that the formation of these lesions is primarily mediated by *Hif1α*^9–12^. Consistently, kidneys expressing a constitutive Hif1α protein display numerous features of early stage ccRCC^13,14^. Additional studies, which used the Cre/lox site-specific recombination system, revealed that additional genomic alterations are required to induce renal cancers. For example, combined deletion of *Vhl* and *Pbrm1* or *Bap1* resulted in multifocal, transplantable kidney cancers arising from the proximal tubules of mice^9,10^. These models are, however, limited by the formation of bilateral renal cysts and early induction of kidney failure and do not progress to metastatic disease. Others generated metastatic ccRCC models through expression of a *Myc* transgene, in combination with *Vhl* and *Cdkn2a* deletion, or through a combined deletion of *Vhl*, *Trp53,* and *Rb1*^15,16^. While these GEMMs are valuable tools for preclinical research, they are at least partly driven by mutations that do not typically occur in the early stages of human ccRCC development^2,3^. Hence novel GEMMs of metastatic ccRCC are needed to increase our understanding of disease progression towards metastatic disease and to aid in the development of novel therapies.

Significant improvements have been made in the development of GEMMs in the past decade by the introduction of novel gene editing strategies. Inducible CRISPR-Cas9 vectors have been developed that provide temporal and spatial control of the induction of genetic alterations in mice^17^. We previously developed the TRACK (TRAnsgenic Cancer of the Kidney), model, which contains *HIF1A-M3*, a transgene with three mutations (P402A, P564A, N803A) in the oxygen-dependent degradation domain making the HIF1A-M3 protein resistant to degradation by pVHL^13^. The expression of this constitutively active transgene is driven by the ggt-promoter, which is highly active in proximal tubule cells of the kidney. While the kidneys in this model display numerous features of early stage ccRCC^13,14^, TRACK mice don’t form invasive or metastatic ccRCCs. Aiming to develop novel GEMMs for ccRCC, we introduced into the TRACK model an allele for somatic gene inactivation of *Bap1, Pbrm1*, and *Setd2* in a stochastic combinatorial manner.

Specifically, we cloned six paired guide RNAs (gRNAs) targeting *Bap1*, *Pbrm1,* and *Setd2* in a vector containing humanized Cas9^D10A^ driven by a promoter containing tetracycline-responsive elements (TRE3G). Subsequently, we performed targeted integration into embryonic stem cells (ESCs) and injected these KH2 ESCs into mouse blastocysts for tetraploid complementation. The BPS/R26/rtTA founder mice were crossed with doubly transgenic mice derived from previously established mouse lines; the TRACK mice carrying the triple-mutant stabilized *HIF1A-M3* allele, and the tet-TA line in which the tet-transactivator (tTA, Tet-Off) is driven by the proximal tubule-specific *γ-glutamyltransferase 1* (ggt) promoter. This generated the BPS-TA triple transgenic mouse model, in which the highly specific Cas9^D10A^ (nickase) is expressed in proximal tubule cells of the kidneys in a dox dependent manner^13,18^. Next, we crossed mice with an established mouse line expressing the CreER recombinase under the control of a proximal tubule-specific, truncated *γ-glutamyltransferase 1* (ggt) promoter to generate the second BPS-Cre quadruple transgenic model in which Cre-mediated excision of the LSL (lox-stop-lox) element, activates continuous expression of Cas9^WT^ specifically in proximal tubule kidney cells. In this second BPS-Cre GEMM somatic mutations arise from activity of a more potent, but less target-site specific wild type Cas9 endonuclease, which is active after a single tamoxifen injection. Our results demonstrate that somatic mutations in all three tumor suppressor genes can be induced selectively in the kidney proximal tubules using these two models, BPS-TA and BPS-Cre.

## Materials and methods

### Construction of c3GIC9n-BPS for targeting of Bap1, Pbrm1, and Setd2

Six paired single guide RNAs (gRNAs) for targeting of the mouse Bap1, Pbrm1, and Setd2 genes were each cloned into the BbsI site of the pX461 plasmid, Addgene #48,140 (Table 1). The six U6 gRNA cassettes were amplified by PCR and NsiI/SbfI-cut PCR fragments (390 bp) were cloned sequentially into NsiI-opened, dephosphorylated targeting construct c3GIC9n, Addgene #62,192^17^. See Table 1 for details. The integrities of each of the six gRNA expression cassettes were confirmed by Sanger sequencing. In addition to the gRNA expression cassettes, the resulting c3GIC9n-BPS construct contains a GFP-IRES-Cas9^D10A^ expression cassette, coding for enhanced green florescent protein (GFP) and a HA-tagged version of the humanized *S. Pyogenes* Cas9^D10A^ (or hSpCsn1n) with double-nicking requirement for the induction of double strand breaks with high fidelity ^19^. Expression of the GFP-IRES-Cas9^D10A^ cassette is regulated by the 3rd generation tetracycline-regulated promoter (TRE3G).

**Table 1:** Primers for construction of gRNA cassettes.

Primer	Sense	Anti-sense
Bap1-F	caccGCTCTTCGATCCATTTGAACAGG	aaacCCTGTTCAAATGGATCGAAGAGC
Bap1-R	caccgCCGCCGCAAGGTTTCTACGTTGG	aaacCCAACGTAGAAACCTTGCGGCGGC
Pbrm1-F	caccgTTCATCCTTATAGTCTCGGATGG	aaacCCATCCGAGACTATAAGGATGAAC
Pbrm1-R	caccgTGTTCATTAGGGCTCCAAAGCGG	aaacCCGCTTTGGAGCCCTAATGAACAC
Setd2-F	caccgAACTTTTGTCTTCGTGCCTTTGG	aaacCCAAAGGCACGAAGACAAAAGTTC
Setd2-R	caccGGAGGAACAGGGACGGCAAAAGG	aaacCCTTTTGCCGTCCCTGTTCCTCC
U6-NsiI	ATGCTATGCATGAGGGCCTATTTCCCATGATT	
U6-SbfI	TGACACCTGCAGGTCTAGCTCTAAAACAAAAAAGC	

### Detection of Bap1, Pbrm1, and Setd2 genome editing

Transgenic mice were sacrificed (or ESCs were harvested) and genomic DNA was extracted from various tissues using the QIAamp DNA micro Kit (Qiagen #56,304). Genomic target regions were amplified by Phusion PCR (Thermo, #F530L) using primers spanning the Bap1, Pbrm1, and Setd2 targeted regions. See Table 2 for details. The PCR products were column purified, hybridized, and subjected to a series of melt-anneal temperature cycles, the analyzed by Surveyor/T7E1 assay in which the heteroduplexes were selectively digested with a DNA T7E1 endonuclease. The PCR products were subsequently visualized on a 2% agarose gel. For an independent confirmation retarded migration of the heteroduplexed PCR products was assayed by polyacrylamide gel (7.5%) electrophoresis, after which the PCR products were visualized by ethidium bromide staining^20^. The PCR products from BPS-TA mice were analyzed by paired-end amplicon Next-Gen Sequencing (NGS) (Genewiz) with an average depth of 63,841 raw reads per sample (range 18,674 – 114,191 reads). Raw fastq files were processed by the CRISPResso2.0 pipeline with default settings to determine the location and frequencies of mutations as well as the insertions/deletions (indel) size^21^. To refine the analysis specifically to deletions proximal to the cut-site, the CRISPResso2 alignment output was further processed in Excel (See Table S1 for details). This approach discarded nucleotide substitutions, insertions, and erroneous indel-calling on specific SNPs present in the amplicons of Pbrm1 and Setd2 genomic regions.

**Table 2:** Primers for amplicon next generation Sequencing (NGS).

	Sense	Anti-sense	Size
Bap1	TGATAGGCTTCTGGGGTTTG	TCTAGCGCTTCTTCCTGCTC	384 bp
Pbrm1	GATTGCTGTGTGCCATGAAC	CAACTCCTGCAACAACTCCA	496 bp
Setd2	CTGTTTGAAGCTGGGCATAGA	CATTGCTAAGCGCAGTGAGA	423 bp
hU6-F	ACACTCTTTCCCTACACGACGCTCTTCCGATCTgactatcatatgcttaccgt		237 bp
gRNA-R	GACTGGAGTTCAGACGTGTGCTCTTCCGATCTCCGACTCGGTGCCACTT		

### Engineering of c3GIC9n-BPS murine embryonic stem cells

KH2 mouse ESCs were nucleofected with targeting plasmid DNA (c3GIC9n-BPS) and the pCAGGS-FLPe Flp-recombinase expression vector (Addgene #20,733)^22^. The transfected cells were seeded on DR4 feeder cells for overnight recovery, after which the media was replenished with hygromycin^23^. Resulting colonies were expanded and genotyped for targeting of the *Col1a1* locus using the Col1A1( +)/Col1A1(-) and Col1A1( +)/SAdpA(-) primer-pairs (wild type and transgenic, respectively), and three independent c3GIC9n-BPS ESC clones were obtained by targeting the inducible CRISPR plasmid into the *Col1a1* locus (Tables 3 and 4 for details). Copy-number PCR confirmed unique integration of the transgenic cassette. Robust induction of GFP and gene editing upon dox treatment was confirmed in one clonal line. Analysis of dox-treated mouse ESCs using the acrylamide DNA gel and the Surveyor/T7E1 assay confirmed that the gRNAs can induce mutations in the expected region.

**Table 3:** Genotyping primers.

Primer	Sequence
Col1A1( +)	AATCATCCCAGGTGCACAGCATTGCGG
Col1A1(−)	ACTTGAGGGCTCATGAACCTCCCAGG
SAdpA(−)	ATCAAGGAAACCCTGGACTACTGCG
Cas9_oIMR9020	AAGGGAGCTGCAGTGGAGTA
Cas9_24500	CAGGACAACGCCCACACA
Cas9_38651	TCCCCATCAAGCTGATCC
Cas9_38652	CTTCTTCTTTGGGGCCATCT
Cas9_Flox	CCTGGGCAACGTGCTGGTTATT
tta507_F	GCTGCTTAATGAGGTCGG
tta507_R	CTCTGCACCTTGGTGATC
CreER.1149.R	CAAGGCAGGGCTATTCTTCTTAGTG
CreER.910.F	GTTTCAATACCGGAGATCATGCAAG
hHIF1aP564A-F	TTGGAGATGTTAGCTGCCTATATCCC
hHIF1aN803A-R	AACTTCACAATCATAACTGGTCAGC

**Table 4:** PCR products for genotyping.

Forward	Reverse	gDNA	Description
Col1A1( +)	Col1A1(−)	220	Col1a1-WT
Col1A1( +)	SAdpA(−)	295	Col1a1-Integration
tta507_F	tta507_R	507	GGT-tTA
Cas9_oIMR9020	Cas9_24500	241	R26-WT
Cas9_38651	Cas9_38652	214	R26-Integration
CreER.910.F	CreER.1149.R	249	GGT-CreER
hHIF1aP564A-F	hHIF1aN803A-R	732	TRACK

### Generation of transgenic BPS-TA and BPS-Cre mice

The ESC clone was injected into C57BL/6 mouse embryos at the New York University mouse facility to create chimera mouse lines. All the founder mice were subsequently transferred and housed at the Research Animal Resource Center (RARC) of Weill Cornell Medicine and treated under a protocol approved by the local Institutional Animal Care and Use Committee (IACUC). All the mouse lines were maintained by the RARC, which provided staff and standardized housing facilities to ensure humane care of animals used for this research according to the Animal Welfare Act (updated guideline, National Research Council U.S.A, 2010). The founder mice with a c3GIC9n-BPS allele (BPS; Bap1-Pbrm1-Setd2) were identified, and cross-bred with two established transgenic mouse lines, the TRACK *ggt-HIF1A-M3* transgenic mice^13^, and a tet-Transactivator (tTA) driven by a 2.7 kb *γ-glutamyltransferase 1* (ggt) promoter, the ggt-tTA line^18^. The tTA (Tet-Off system) in this model is driven by the ggt promoter, which is active in the proximal tubules of the kidneys and restricts the expression of Cas9^D10A^ to the kidneys and testis. The in vivo expression of Cas9^D10A^ can be repressed by supplementation of the drinking water with doxycycline (2.0 mg/ml). The *ggt-HIF1A-M3* transgene encodes a constitutively active mutant HIF1A and was shown to induce features of early stage ccRCC^13^. The triple transgenic mice (ggt-tTA, TRACK, BPS) are referred to as BPS-TA mice. To replace the tTA-driven Cas9^D10A^ nickase with a Cre-driven Cas9^WT^ (relying on single rather than paired gRNAs), a breeding program was undertaken to introduce ggt-CreER and LSL-Cas9-P2A-GFP alleles, while removing the ggt-tTA allele from the BPS-TA line. The ggt-CreER facilitates LoxP recombination in response to tamoxifen treatment (intraperitoneal injection of 2 mg tam dissolved in 200 μl cottonseed oil)^24,25^. The LSL-Cas9-P2A-GFP allele provides expression of a Flag-tagged version of the humanized *S. Pyogenes* Cas9 (and GFP) in response to CreER activation by tam^26^. The quadruple transgenic mice (LSL-Cas9-P2A-GFP, ggt-CreER, TRACK, BPS) are referred to as BPS-Cre mice. Note that the BPS-Cre mice also harbor an GFP-IRES-Cas9^D10A^ allele, which remains silent in the absence of a tet regulator. The LSL-Cas9-P2A-GFP line was genotyped with primers Cas9_24500/Cas9_oIMR9020 (WT: 241 bp) and Cas9_38652/Cas9_38651 (TG: 214 bp). Allelic copy number of TRACK, ggt-tTA, and ggt-CreER alleles were determined by real-time qPCR on a MyiQ2 PCR machine using primer-pairs (hHIF1aP564A-F/hHIF1aN803A-R, tta507_F/tta507_R, and CreER.910.F/CreER.1149.R, respectively) (Tables 3 and 4). Phenotypic studies were performed in randomly selected male mice (BPS-TA, n = 19, BPS-Cre, n = 9) that met the predefined genotype criteria with homozygous presence of the c3GIC9n-BPS, HIF1A-M3 and ggt-tTA genes. The sample size of this study was based on previously published work which demonstrated a high incidence of malignant lesions in the kidneys using other gene editing technologies. All mice were monitored by the RARC staff and the investigators for the development of general health defects and adverse events during the experiments. All mice were euthanized without any prior drug treatments by either cervical dislocation or carbon dioxide euthanasia at random time points to perform phenotypic evaluation of the kidneys as well as other organs. Autopsy of animals was performed under sterile surgical conditions in our lab. Primary endpoint of the study was malignant transformation in the kidney, as assessed by a genito-urinary (GU) pathologist. Our study predominantly consists of a qualitative description of the aberrations that we detected in our mouse models as compared to genomic wild type kidneys. We used the Student’s T-Test and Analysis of variance (ANOVA) to determine statistical significance of quantitative differences.

For the high-fat experiment all mice were fed a regular chow diet after weaning for 1 to 2 weeks, after which they were randomly assigned to receive a regular chow (#5053, Lab Diet) or high fat diet (#58v8, Test Diet). The high fat diet contains 23.6% fat by weight (versus 5% in the regular diet), is rich in saturated fatty acids (9.05% versus 0.78%) and monounsaturated fatty acids (9.32% versus 0.96%), and it has increased amounts of polyunsaturated fatty acids. In one experiment BPS-TA mice (N = 3) were fed a high fat diet for 4 months prior to sacrifice.

### Transcriptome RNA sequencing

Kidney cortex was dissected from wild type mice (N = 7 kidneys) and BPS-TA mice (N = 4 kidneys) and stored in RNAlater. RNA was extracted using the RNeasy RNA purification kit (#74,134, Qiagen). RNA quality was assessed using a Bioanalyzer 2100 and only samples with RIN values > 9.5 were used for sequencing. The complete transcriptomes were sequenced using an Illumina HiSeq2000 Sequencer with 51 bp single-end reads. Differential expression analysis of genes, including statistical testing, was performed with the DESeq package (version 1.32, Bioconductor) in R. The Ingenuity Pathway Analysis software platform and Integrated Motif Activity Response analysis was used with default settings to detect altered pathways and transcription factor activity^27,28^. All genes with a q-value < 0.05 were considered differentially expressed from a statistically significant point of view.

### Histology and immunofluorescence

Immunostaining and Hematoxylin/Eosin (H&E) staining of the mouse kidney cortex sections was performed as previously described^29,30^. In brief, paraformaldehyde-fixed kidney sections were cut to 7 μm and mounted on glass slides by the Cornell Core Facility. Following deparafinization in Histoclear-II and unmasking by pressure cooker, boiling for 5 min in citrate buffer (#H-3300, Vector Labs), the sections were stained with primary antibody (Flag; GenScript #A00187S, lot-17G001273, GFP; St.John Labs #STJ140006, lot-000666270214) in a 1:200 dilution overnight at 4 °C. The staining was detected using Alexa Fluor Plus secondary antibodies in a 1:1,000 dilution 1 h at room temperature (anti-Goat, Invitrogen, #A32814, lot-UI289709, anti-Mouse, Invitrogen, #A32744, lot-TI271723). The sections were visualized using a Nikon TE2000 inverted microscope equipped with NIS Elements.

### Matrix-assisted laser desorption ionization imaging mass spectrometry (MALDI-IMS)

Kidney samples were snap-frozen in 2% carboxymethyl-cellulose, cryosectioned, and then mounted on indium tin oxide coated glass slides. MALDI-IMS was then performed as described (Laursen et al., 2021).

All experiments involving mice have been approved by the Weill Cornell IACUC Committee. All methods were carried out in accordance with relevant guidelines and regulations. All methods are reported in accordance with ARRIVE guidelines.

## Results

### Doxycycline inducible genome editing in *Bap1* and *Pbrm1*

We designed six paired gRNAs that target the first exons of *Bap1*, *Pbrm1* and *Setd2* genes and cloned expression cassettes for these gRNAs into the c3GIC9n construct upstream of the TRE3G-GFP-IRES-Cas9^D10A^ cassette (Fig. 1A). We then transfected this construct together with a Flp-recombinase expression vector (pCAGGS-FlpE) into KH2 mouse ESCs, which allowed Flp-mediated insertion into the modified Collagen type 1 α1 (*Col1a1*) locus. Positive clones we tested for dox-regulated GFP expression, induced by the R26/rtTA allele present in the KH2 ESCs^22^. We extracted genomic DNA from GFP-positive clones, and PCR-amplified the *Bap1, Pbrm1* and *Setd2* target regions. These PCR products were first analyzed with the Surveyor/T7E1 assay, where treatment with the T7E1 endonuclease induced efficient digestion of *Bap1* and *Pbrm1* PCR products from dox-treated ESCs, as evident by the smaller bands **(**Fig. 1B). Since we did not observe digestion of *Bap1* and *Pbrm1* PCR products from vehicle treated ESCs, these results indicate that the amplified regions each contained hetrologous DNA, i.e. edited sequences. We did not detect any digestion of *Setd2* PCR products from dox-treated ESCs, suggesting that the *Setd2* target was not edited in these particular settings. To confirm the presence of genome edits, we analyzed the *Bap1* and *Pbrm1* PCR products in the polyacrylamide gel electrophoresis (PAGE) assay. The retarded gel migration, evident by an upward smearing, confirmed the presence of hetero-duplexes between WT and edited *Bap1* and *Pbrm1* specifically in dox-treated ESCs (Fig. 1C). These results confirmed that the BPS construct efficiently induces genome edits in *Bap1* and *Pbrm1*, but not in *Setd2*, in a dox-dependent manner.

**Figure 1:**
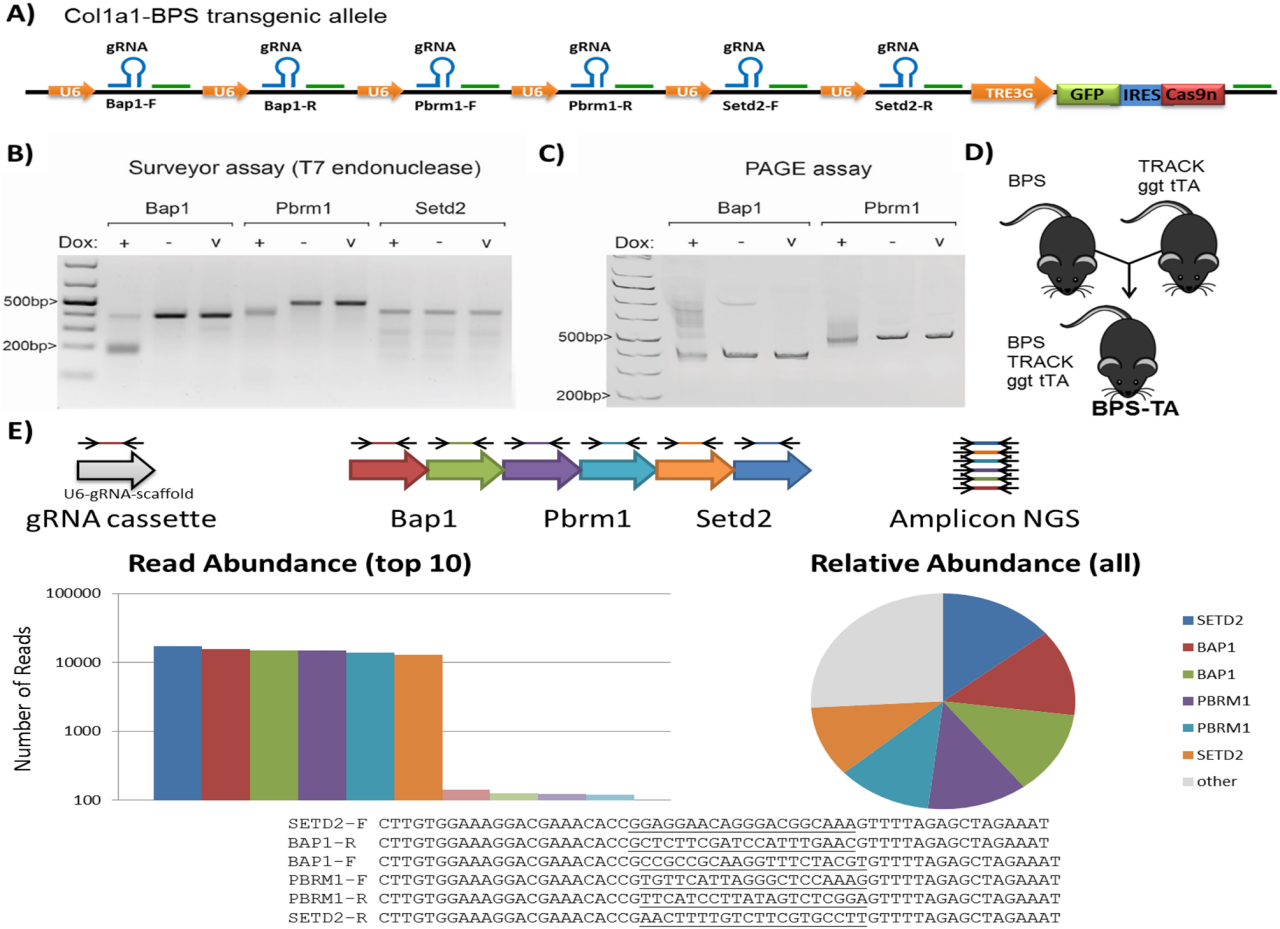
A doxycycline-inducible system for inducing somatic mutations in *Bap1*, *Pbrm1* and *Setd2*. (**A**) The *Col1a1* locus of mouse ESCs was targeted through recombination-mediated cassette exchange to harbor a dox-responsive GFP-Cas9^D10A^ expression vector and paired gRNAs for the targeting of mouse *Bap1*, *Pbrm1* and *Setd2*. (**B**) Surveyor assay for assessing the targeting of mouse *Bap1*, *Pbrm1*, and *Setd2* in the engineered ESCs. The ESCs express a reverse Tet-Transactivator (rtTA, Tet-On) from the modified R26 locus, R26/rtTA, which confers dox-inducible expression of the GFP-Cas9^D10A^ cassette (“v”; no T7E1 control,”- “; T7E1 treated PCR product derived from vehicle treated ESCs, ” + “; T7E1 treated PCR product derived from dox treated ESCs. (**C**) Gel retardation PAGE for assaying the targeting of mouse *Bap1* and *Pbrm1* in the engineered ESCs. (**D**) The validated ESCs were injected into blastocysts for tetraploid complementation, and one of the resulting founder mice was crossed with the TRACK/ggt-tTA double-transgenic mouse line to create triple-transgenic animals (BPS-TA). (**E**) The integrity of each individual gRNA expression cassette was confirmed by PCR amplification on genomic DNA from a BPS-TA mouse. The resulting PCR products were analyzed by Amplicon NGS. The six most prevalent reads perfectly matched the sequences of the six gRNAs, thus confirming that all six gRNA cassettes are maintained in the BPS-TA mouse line. The transgene overview and figure panels was generated and compiled in Microsoft Powerpoint software.

Upon confirming the genome editing we injected these ESCs into mouse blastocysts for tetraploid complementation and obtained nine founder BPS (Bap1-Pbrm1-Setd2) mice. These founder mice were bred with TRACK/ggt-tTA double transgenic mice to generate the BPS-TA line (Fig. 1D). Importantly, since the tTA dissociates from the TRE3G promoter in the presence of dox, the BPS-TA line will induce expression of the Cas9^D10A^ transgene specifically in the *absence* of dox. Note that all BPS-TA mice evaluated in the subsequent analysis were biallelic for each of the three transgenes (ggt-tTA, TRACK, BPS). The integrities of the gRNA expression cassettes were confirmed by PCR amplification on genomic DNA from a BPS-TA mouse (Fig. 1E).

### Tissue specific genome edits of *Bap1* and *Pbrm1* in BPS-TA mice

In order to evaluate genome editing of *Bap1* and *Pbrm1* in the BPS-TA mice, we isolated genomic DNA from the kidneys as well as liver, spleen, heart, lung, intestine, testis, and skeletal muscle and performed Amplicon NGS of the target regions (Fig. 2A**)**. We evaluated tissues from three BPS-TA animals (N = 3, aged up to 13 months), and included kidneys from WT and TRACK animals as negative controls (one each). For positive controls we utilized founder mice, which in addition to the BPS allele harbor a R26/rtTA allele^22^. When R26/rtTA mice are provided with dox supplemented drinking water, the R26/rtTA allele, which encodes expression of the reverse tet-transactivator (rtTA, Tet-On), causes a potent activation of the TRE3G promoter in the intestine, skin, and thymus^17^. The intestines from the BPS founder mice consequently served as positive controls for genome editing (Fig. 2A).

**Figure 2:**
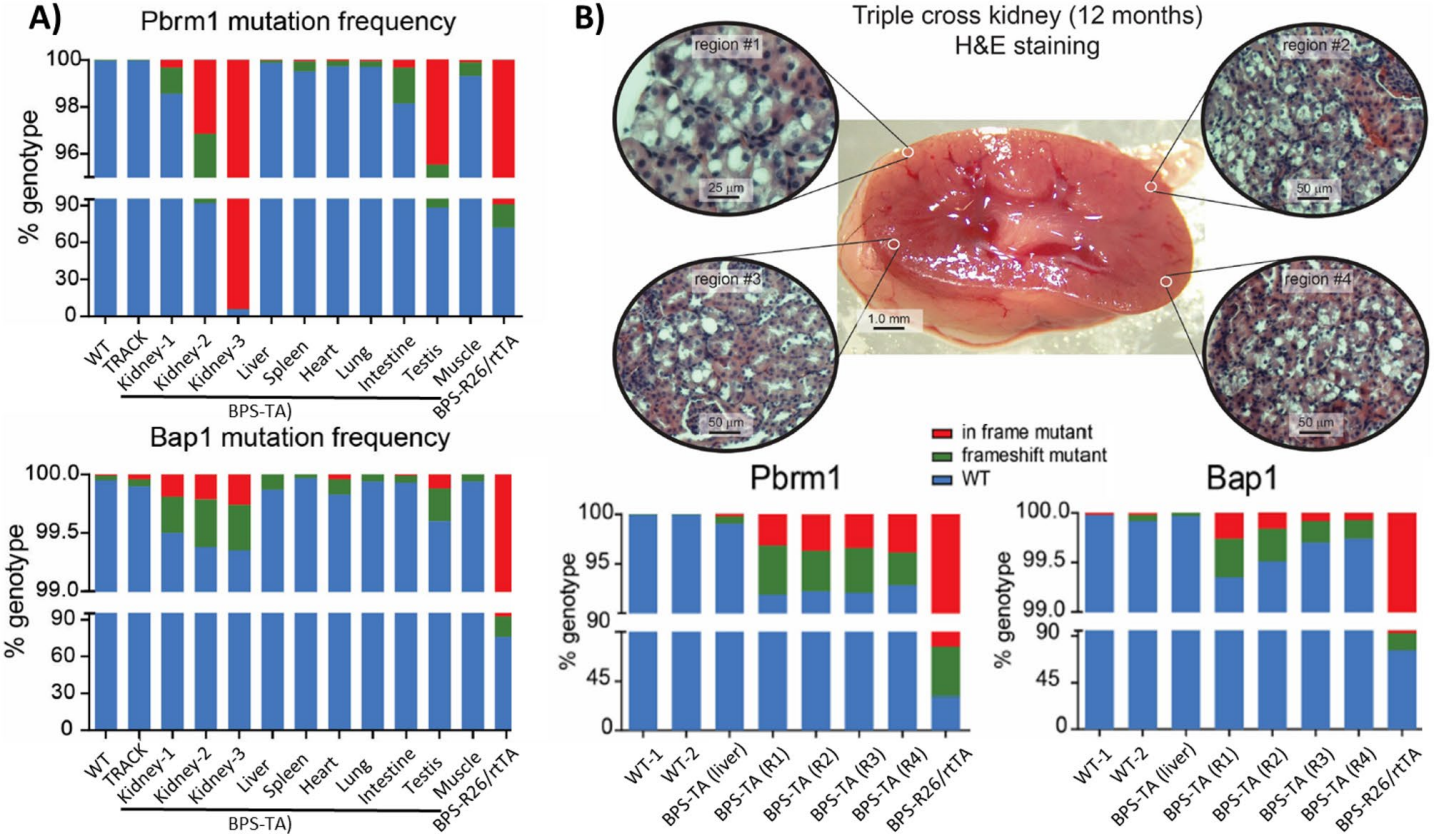
Organ- and sequence specific induction of mutations in Bap1 and Pbrm1 in BPS-TA mice. (**A**) Mutation frequencies in kidneys, liver, spleen, heart, lung, intestine, testis, and muscle of BPS-TA mice. Kidneys from WT and TRACK mice provided negative controls, while the intestines from dox-treated transgenic founder animals (BPS-R26/rtTA) served as positive control for genome editing. Pbrm1 and Bap1 are shown at the top and the bottom, respectively. (**B**) Mutation frequencies in different regions of BPS-TA kidneys. Livers from BPS-TA mice and WT kidneys provided negative controls, while the intestines from dox-treated transgenic founder animals (BPS-R26/rtTA) served as positive controls for genome editing. Overall morphology and histology of a BPS-TA kidney and the different regions selected for analysis are shown at the top. Pbrm1 and Bap1 are shown at the bottom left and the bottom right, respectively. Note that all BPS-TA mice evaluated were biallelic for each of the three transgenes. The images and figure were compiled in Adobe Illustrator software.

This genome editing analysis showed increased frequencies of somatic mutations in *Bap1* and *Pbrm1* in the kidneys of BPS-TA mice as compared to the kidneys from WT or TRACK mice. We detected low frequent in frame and frameshift mutations in *Bap1* and *Pbrm1* predominantly in the kidneys and testes from these mice, but not in the other organs. In a single BPS-TA animal (#3) we detected a highly frequent 12 nucleotide in-frame deletion in *Pbrm1*. Collectively, these results demonstrate that the introduction of the BPS and ggt-tTA transgenes in the TRACK model induces a low frequency of somatic mutations in *Bap1* and *Pbrm1* in the kidneys and testes of these mice. Despite the observed genome editing, we did not detect formation of visible renal tumors in these animals.

### Consistent levels of *Bap1* and *Pbrm1* genome edits in different regions of the BPS-TA kidney cortex

To investigate the impact of *Bap1* and *Pbrm1* indels on the malignant transformation of TRACK lesions in the kidneys, a cohort of BPS-TA mice was sacrificed (N = 10, aged 3 to 13 months). The kidneys, as well as various other organs, including livers, lungs and bones, were analyzed for macroscopic abnormalities or signs of malignancy. In this cohort we did not observe any significant changes in total body weight, kidney size, or tumor formation, while all the kidneys did show the hallmarks of the TRACK phenotype, with abundant clear cell formation, disorganized tubular structures and nuclear atypia (Fig. 2B**, top**). To determine the variability of the genome editing throughout the kidney, four spatially separated regions were sampled in a BPS-TA mouse (N = 1, 12 months old). No significant macroscopic or microscopic differences were observed in this mouse between the different regions (Fig. 2B**, top**). Similarly, a consistent percentage of 7.8% (range 7.2 – 8.1%) and 0.4% (range 0.3 – 0.7%) of the *Pbrm1* and *Bap1* amplicons was shown to be mutated in these regions, respectively (Fig. 2B**, bottom**). The intestines from the BPS founder mice again served as positive control for genome editing (Fig. 2B). These results indicate that the low frequencies of *Bap1* and *Pbrm1* mutations are not likely caused by a sampling error. In addition, these results suggest that the gene edits are insufficient to introduce malignant transformation of TRACK lesions within the evaluated time frame.

### Metabolic stress conditions do not introduce clonal expansion of gene-edited cells

Previous research has revealed that *Bap1* and *Pbrm1* loss of function mutations do not necessarily enhance proliferation, but particularly provide a growth advantage under stress conditions^31,32^. To investigate whether metabolic stress conditions could promote the clonal expansion of TRACK lesions (thereby indirectly enhancing the *Bap1* and *Pbrm1* mutation frequencies), BPS-TA mice (N = 6) were randomized to receive either a regular chow or high fat diet. The mice that were fed with a high fat diet for four months became obese (Fig. 3A) and showed a non-significantly increased fasting glucose level (Fig. 3B). We did not detect tumors in the kidneys of these BPS-TA mice. We evaluated the *Bap1* and *Pbrm1* target regions in both kidneys from each mouse, and similar to previous cohorts, we detected low frequencies of mutations in both genes (Figure S1). We did not detect any statistically significant differences in the *Bap1* and *Pbrm1* indel frequencies between mice on a regular chow or high fat diet. These results indicate that metabolic stress conditions are not likely promoting the clonal expansion of TRACK lesions with *Bap1* and/or *Pbrm1* loss of function.

**Figure 3:**
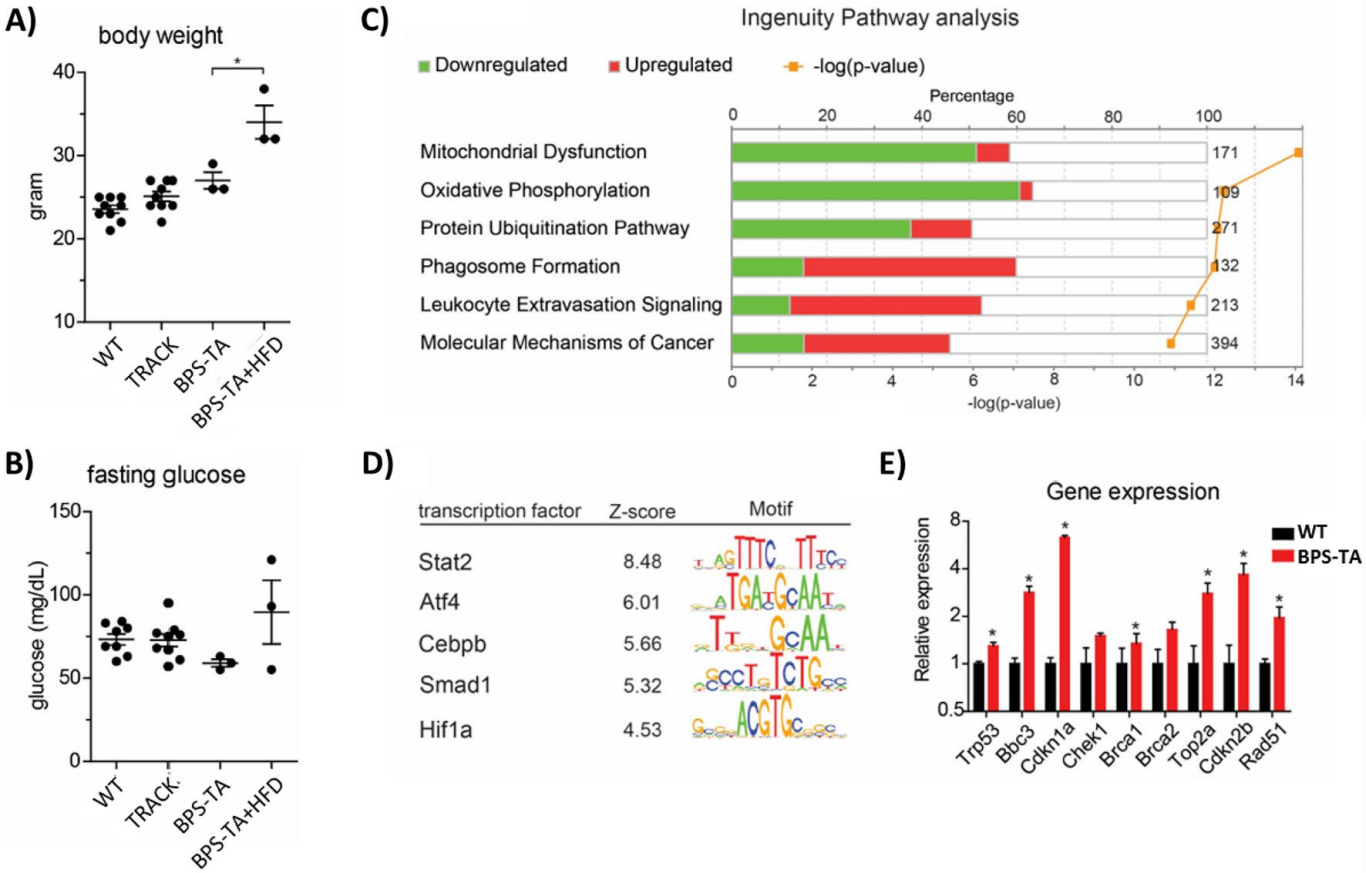
Activation of the immune and DNA damage response pathways in the kidney of BPS-TA mice. (**A**) BPS-TA mice on a high fat diet showed increased weight relative to chow fed BPS-TA. No significant differences in body weight were noted between BPS-TA, WT, and TRACK mice on a regular chow diet. (**B**) BPS-TA mice on a high fat diet showed a non-significant trend of increased fasting glucose levels relative to chow fed BPS-TA, confirming induction of metabolic stress. No significant differences in fasting glucose levels were noted between BPS-TA, WT, and TRACK mice on a regular chow diet. (**C**) Pathway Analysis of differentially expressed genes ‘Mitochondrial dysfunction’, ‘Oxidative Phosphorylation’, ‘Protein Ubiquitination Pathway’, ‘Phagosome Formation’, ‘Leukocyte extravasation Signaling’ and ‘Molecular Mechanisms of Cancer’ were the most significantly different pathways between WT and BPS-TA kidneys. The analysis was performed using Ingenuity Pathway Analysis software on RNAse dataset. Genes with (q < 0.05) were considered differentially expressed between BPS-TA (N = 4) and WT kidneys (N = 7) on a chow diet. (**D**) Promoter motif analysis indicated that Stat2, Atf4, Cebpb, Smad1 and Hif1a are significantly activated in BPS-TA kidneys as compared to WT kidneys. E) Significantly increased transcript levels of Trp53, Bbc3, Cdkn1a, Brca1, Top2a, Cdkn2a and Rad51, as measured by RNAseq. These results indicate that activation of the immune and DNA damage response pathways are potential mechanisms by which BPS-TA mice suppress carcinogenesis in the kidneys. Note that all BPS-TA mice evaluated were biallelic for each of the three transgenes.

### Evidence of mitochondrial damage, leukocyte invasion, and activation of *Trp53* in BPS-TA kidneys

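BPS-TA mice carry guides against Bap1, Pbrm1 and Setd2 with a Cas9 nickase that ggt-tTA switches on in proximal tubules, and TRACK, a constitutively active HIF1A. Cortex RNA of 3 WT kidneys (labelled WT-5, WT-6 and WT-7) and 4 BPS-TA kidneys (TC-7, TC-8, TC-11 and TC-12, TC standing for triple cross) was compared. All came from mice on regular chow, and the paper counts 7 WT kidneys. Transcripts of the targeted genes did not pass the test. Bap1, a deubiquitinase gene (ENSMUSG00000021901), stood at 24.6 ± 1.85 (SD, n = 3) FPKM in WT and 24.1 ± 1.79 (SD, n = 4) in BPS-TA kidneys (log2 fold change -0.030, adjusted p = 0.780). The authors' deposited table gives Bap1 a log2 fold change of -0.19 with an adjusted p of 8.23e-05. Pbrm1 (ENSMUSG00000042323), a subunit gene of a chromatin remodelling complex, stood at 10.7 ± 0.677 (SD, n = 3) and 10.8 ± 0.531 (SD, n = 4) (adjusted p = 0.950). The sign of its log2 fold change of 0.0063 turned under quantile normalization to -0.17. Setd2 (ENSMUSG00000044791), a histone methyltransferase gene, stood at 18.1 ± 1.24 (SD, n = 3) and 18.0 ± 0.886 (SD, n = 4) (adjusted p = 0.956). Ggt1 (ENSMUSG00000006345) has a promoter that, in truncated form, drives tTA and the mutant HIF1A. Its transcript stood at 1193 ± 17.3 (SD, n = 3) in WT and 1280.0 ± 103 (SD, n = 4) in BPS-TA kidneys (log2 fold change 0.098, adjusted p = 0.272). This log2 fold change turned to -0.077 when each kidney was centred on its median, and it passed the test after quantile normalization (0.16, adjusted p = 0.0420). The mutant HIF1A and the nickase are not among the mouse genes counted. 
The authors' table of values per kidney names no unit. FPKM (fragments per kilobase, scaled to sequencing depth) was inferred from the values, which totalled 1473813 to 1808843 per kidney over 22053 listed protein-coding genes. Gpx3, a secreted glutathione peroxidase gene of the proximal tubule, took 55.5% to 61.7% of each total. Gpx3 and the other selenoprotein genes, 20 in all, had FPKM at a median of 50.1 times what the authors' mean counts per kilobase would give, against 1.00 for the other genes, so their levels cannot be compared with those of other genes. Sequencing depth is unknown. Genes with an FPKM of at least 1 in at least 3 kidneys were tested with limma on log2(FPKM + 1), 12036 in all, with adjusted p under 0.05 as the threshold. The first principal component of these genes held 65.3% of the variance and parted the WT from the BPS-TA kidneys, while the second, with 12.9%, parted TC-7 and TC-8 from TC-11 and TC-12. Pearson's r across genes was 0.992 between WT kidneys, 0.984 to 0.995 between BPS-TA kidneys and 0.967 to 0.976 between the groups, though genes are not independent replicates. The median log2 fold change of all tested genes was 0.12, and gene lists are therefore also given relative to it. The sample notes speak of 1 cortex per mouse and 4 mice per cohort, which differs from both WT numbers. The mouse and cohort behind each kidney are therefore not known. All tests treat the kidneys as independent, and their p-values would be too small if some kidneys shared a mouse or cohort.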

To gain insight in the causes of the low indel frequency in BPS-TA mice, we did transcriptome profiling of kidney cortices from WT (N = 7) and BPS-TA kidneys (N = 4) using RNAseq. In total 7775 transcripts showed statistically significant (q < 0.05) different expression levels between these two conditions, with 4014 upregulated and 3761 downregulated genes. 

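Among the most increased transcripts in BPS-TA kidneys were those of the apolipoprotein genes Apoc3 (50.1 times the WT mean FPKM) and Apoa4 (42.4 times) and F2, which encodes prothrombin (44.3 times). The folds in the authors' deposited table are 33.7, 30.7 and 17.8 in that order. Igfbp2 (ENSMUSG00000039323), whose product binds insulin-like growth factors, rose from 0.411 ± 0.141 (SD, n = 3) FPKM in WT to 72.0 ± 36.5 (SD, n = 4) in BPS-TA kidneys (log2 fold change 5.55, standard error 0.365, adjusted p = 4.64e-05 from limma). Slc16a3, the lactate exporter gene, rose from 0.425 ± 0.142 (SD, n = 3) to 37.2 ± 4.93 (SD, n = 4). Pfkp, a phosphofructokinase gene of glycolysis, rose from 16.2 ± 1.09 (SD, n = 3) to 171 ± 17.9 (SD, n = 4). The largest decrease was in Egr1 (ENSMUSG00000038418), an immediate early transcription factor gene, from 28.4 ± 7.94 (SD, n = 3) to 1.76 ± 0.434 (SD, n = 4) (log2 fold change -3.39, standard error 0.201, adjusted p = 2.66e-05). The authors' deposited table gives it a log2 fold change of -0.98. Slc22a6 and Slc22a8, the organic anion transporter genes of the proximal tubule, fell to 0.308 and 0.319 times the WT mean. Hpd, an enzyme gene of tyrosine breakdown, fell to 0.254 times, and 4 Nat8f genes of 1 acetyltransferase family to between 0.389 and 0.425 times. These genes are among the 15 increases and 15 decreases with the largest log2 fold changes, taken from genes at or above the median level whose groups did not overlap. The other increases were Ndufa4l2, Eno1b, Ccl28, Jchain, Rasgrf2, Egln3, Ankrd37, Fgl1 and Rbp4. The log2 fold change of Rbp4 ran from 2.69 to 3.48 over left-out kidneys, where the authors' deposited table gives 1.31. The other decreases were Ces1g, Azgp1, Tnfaip8, Cyp2a5, Apom, Tmem252 and Tstd1, the last with its call lost without WT-5 or WT-6 (highest adjusted p = 0.0557). That of Cyp2a5 ran from -1.34 to -1.12 on the log2 scale over left-out kidneys, where the authors' deposited table gives -0.56 (adjusted p = 0.0499). 
In all, 4215 genes differed at an adjusted p under 0.05, of which 3425 were higher and 790 lower in BPS-TA kidneys. The WT and BPS-TA values of 5280 genes did not overlap, 43.9% of the tested genes where chance gives 5.71%. At an absolute log2 fold change of at least 1, 245 genes were higher and 40 lower. The share of increases depends on the scaling of the kidneys. Quantile normalization gave 1416 higher and 1724 lower genes, and centring on the median, chosen after the data were seen, 1515 and 2480. Without WT-7, 2803 genes differed (2267 higher), and without WT-6, 491 were lower.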

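Car9 (ENSMUSG00000028463), which encodes a hypoxia-induced carbonic anhydrase, rose from 13.3 ± 3.35 (SD, n = 3) FPKM in WT kidneys to 78.8 ± 9.41 (SD, n = 4) in BPS-TA kidneys. This is 5.94 times the WT mean (log2 fold change 2.50, standard error 0.154, adjusted p = 3.13e-05 from limma). Hk2 (ENSMUSG00000000628), the hexokinase gene that starts glycolysis in many tumors, rose from 0.316 ± 0.160 (SD, n = 3) to 7.25 ± 0.787 (SD, n = 4). This is 23.0 times the WT mean (log2 fold change 2.65, standard error 0.111, adjusted p = 3.14e-06). Quantile normalization gave Hk2 a fold of 11.5, and its log2 fold change was 4.21 with a pseudocount of 0.1 and 4.74 in the authors' deposited table. Ndufa4l2 (ENSMUSG00000040280), a HIF1 target gene whose product lowers mitochondrial complex I activity, rose from 3.28 ± 0.523 (SD, n = 3) to 111 ± 18.7 (SD, n = 4). This is 33.7 times the WT mean (log2 fold change 4.70, standard error 0.134, adjusted p = 3.45e-07). Vegfa (ENSMUSG00000023951), which encodes the main growth factor of blood vessels, rose by less, from 77.8 ± 12.1 (SD, n = 3) to 104 ± 10.5 (SD, n = 4). This is 1.34 times the WT mean (log2 fold change 0.42, standard error 0.112, adjusted p = 0.0212). For each of the 4 genes every BPS-TA kidney lay above every WT kidney (exact two-sided permutation test, p = 0.0286, the smallest that 3 against 4 kidneys allow). Of 35 tested HIF1 targets and glycolysis genes, fixed before the data were examined and holding these 4, 31 rose and 2 fell (31 and 2 adjusted over the list alone). Their median log2 fold change was 1.35, or 1.23 relative to all genes. The list lay above other genes in camera at a preset correlation between genes (adjusted p = 3.80e-15). The call was lost at adjusted p = 0.340 with an estimated correlation. Slc2a1, the glucose transporter gene, rose from 19.4 to 59.5 FPKM. Ldha, a lactate dehydrogenase gene, rose from 298 to 709. Egln3, a prolyl hydroxylase gene that HIF1 induces, rose from 6.46 ± 0.587 (SD, n = 3) to 71.2 ± 3.98 (SD, n = 4). Slc2a1 and Ldha were chosen after their values were seen. Bhlhe40, a hypoxia-induced repressor gene, fell by 0.49 on the log2 scale (adjusted p = 3.74e-04), where the authors' deposited table gives -0.19 with an adjusted p of 0.443. Vegfa lost its call with each kidney centred on its median (adjusted p = 0.0952) and without WT-6 or WT-7 (highest adjusted p = 0.0750). Its adjusted p ranged from 1.65e-04 to 0.0952 over its alternatives.

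**Figure D1:**
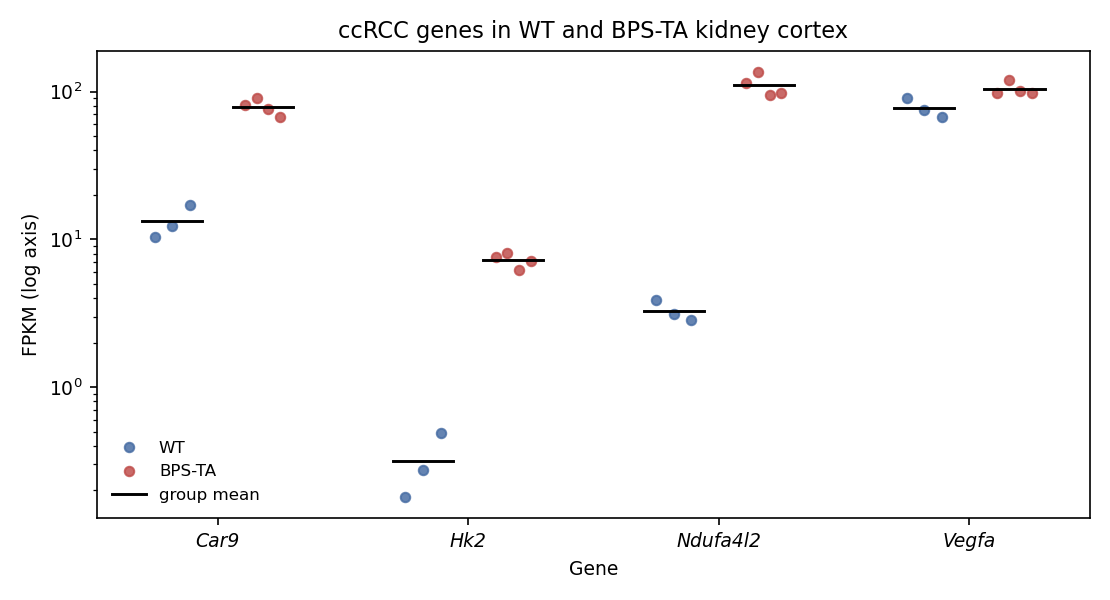
FPKM of Car9, Hk2, Ndufa4l2 and Vegfa in each kidney on a log axis, with WT kidneys (n = 3) in blue, BPS-TA kidneys (n = 4) in red and the group means as black lines. The BPS-TA kidneys lie above the WT kidneys for each gene, with the widest separation for Ndufa4l2 and the narrowest for Vegfa.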

Similar to our previous analyses, we detected increased mRNA expression levels of several well-known ccRCC genes, such as *Car9* (5.4 fold), *Hk2* (26.7 fold), *Ndufa4l2* (23.5 fold) and *Vegfa* (1.2 fold). To determine whether regulation of gene clusters with similar functional annotations occurred in the kidneys of BPS-TA mice, we performed ingenuity pathway analysis (Fig. 3C). 

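Few subunit genes of the respiratory chain passed the test on the scale of the deposited values. Of 73 tested genes of oxidative phosphorylation, 4 fell and 1 rose (limma; 0 and 0 adjusted over the list alone, 14 and 3 at an unadjusted p under 0.05). Their median relative to all genes was -0.18 on the log2 scale. These counts depend on the scaling, since 53 were lower with each kidney centred on its median and 63 with the authors' p-values, while after quantile normalization 5 were lower and 6 higher. Cox6c, a subunit gene of complex IV, fell from 636 ± 29.2 (SD, n = 3) FPKM in WT to 533 ± 18.1 (SD, n = 4) in BPS-TA kidneys (log2 fold change -0.25, adjusted p = 0.00674). Ndufb8 of complex I stood at 576 ± 17.0 (SD, n = 3) and 642 ± 21.3 (SD, n = 4). Its log2 fold change of 0.16 turned to -0.019 with centring. It passed the test only while WT-5, WT-6, WT-7, TC-11 and TC-12 were all kept (adjusted p = 0.0334; highest 0.122 without 1 of them). Of 26 chaperone genes counted with the ubiquitination pathway, 13 fell and 3 rose (the same numbers adjusted over the list alone). Their median relative to all genes was -0.35. Hspa1a and Hspa1b, the genes of stress-induced Hsp70, fell by 1.62 and 1.49 on the log2 scale (adjusted p = 2.83e-04 and 0.00142). The log2 fold changes in the authors' deposited table are -0.49 and -0.37, and neither passes there (adjusted p = 0.134 and 0.289). Cryab, a small heat shock protein gene, rose from 50.9 ± 6.19 (SD, n = 3) to 107 ± 6.45 (SD, n = 4). Of 31 proteasome subunit genes 5 fell, among them Psma4 (log2 fold change -0.35, adjusted p = 0.00606), and none rose (4 fell adjusted over the list alone). Lower proteasome genes numbered 24 with centring, 7 after quantile normalization and 30 with the authors' p-values. The ubiquitin-activating and -conjugating enzymes went the other way by count, with 5 of 32 higher and 0 lower (5 and 0 adjusted over the list alone). Their median relative to all genes was nevertheless -0.10. Centring turned the counts to 2 higher and 8 lower. Ube2l6, which serves the interferon-induced modifier ISG15, rose from 4.45 ± 1.12 (SD, n = 3) to 10.2 ± 1.34 (SD, n = 4). Of 17 mitochondrial antioxidant and stress genes 6 fell and 1 rose (alike adjusted over the list alone). Gpx1, a glutathione peroxidase and selenoprotein gene, fell by 0.62, a call lost after quantile normalization (-0.36, adjusted p = 0.0622). Hspe1, a mitochondrial chaperonin gene, fell by 0.42. Lonp1, a mitochondrial protease gene, rose by 0.48. Among 22 genes of fatty acid oxidation 3 fell and 2 rose (2 and 2 adjusted over the list alone). Among 15 of the tricarboxylic acid cycle 2 fell and 2 rose (0 and 1 over the list alone). The medians of the fatty acid and the tricarboxylic acid list were -0.22 and -0.073 relative to all genes. Lower genes of fatty acid oxidation numbered 15 with centring, 7 (with 1 higher) after quantile normalization and 16 with the authors' p-values. Those of the tricarboxylic acid cycle numbered 6 with centring and 9 with the authors' p-values, and those of the mitochondrial antioxidant and stress genes 10 and 13. In the same kidneys 12 of 23 proximal tubule markers fell and 2 rose (13 and 2 adjusted over the list alone). 
Against other genes, the lists lay lower in camera for oxidative phosphorylation (adjusted p = 1.93e-07), chaperones (3.85e-08), the proteasome (1.60e-06), mitochondrial antioxidant and stress genes (1.06e-04), fatty acid oxidation (1.94e-04) and proximal tubule markers (3.81e-08). None of these calls held with an estimated correlation: adjusted p = 0.352 for oxidative phosphorylation, 0.433 for fatty acid oxidation and 0.340 for the other 4 lists. The tricarboxylic acid cycle (adjusted p = 0.290) and the ubiquitin enzymes (adjusted p = 0.387, tested as lower although their mean of 0.084 and median of 0.018 were above 0) were not called. Quantile normalization ended the calls of oxidative phosphorylation (adjusted p = 0.875), fatty acid oxidation (0.199) and the mitochondrial antioxidant and stress genes (0.146). The proteasome, chaperone and proximal tubule lists kept theirs (highest adjusted p = 0.00999).

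**Figure D2:**
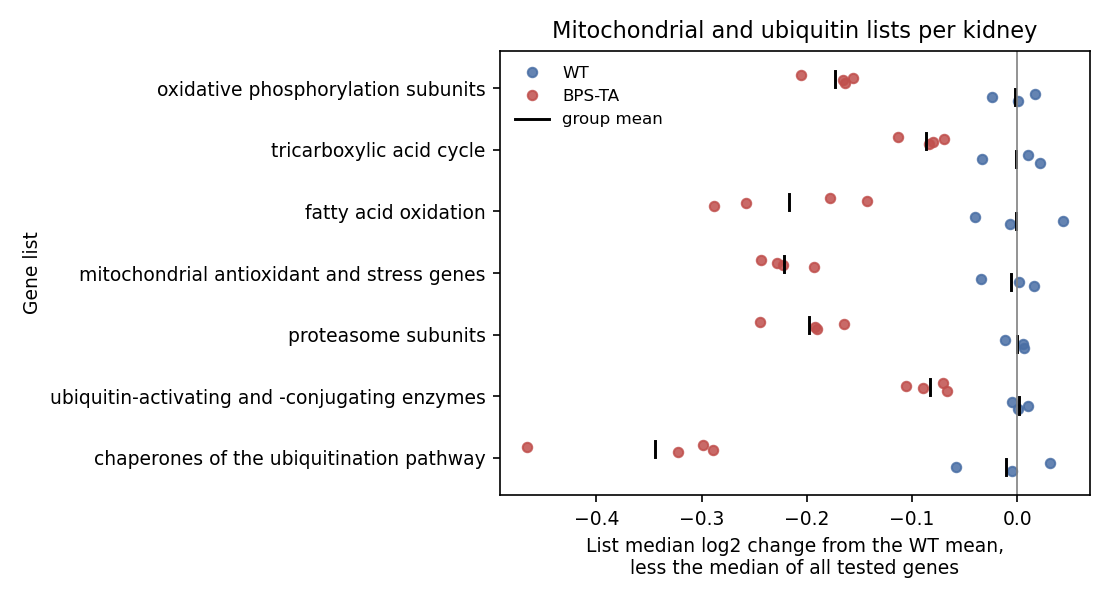
Median log2 change of each gene list in each kidney, measured from the WT mean and less the median of all tested genes, with WT kidneys (n = 3) in blue, BPS-TA kidneys (n = 4) in red and group means as black lines. Among the lists drawn, the chaperones lie furthest below 0 in BPS-TA kidneys, and the ubiquitin enzymes and the tricarboxylic acid cycle nearest to it. After quantile normalization the median of the tricarboxylic acid cycle was 0.079 and that of oxidative phosphorylation -0.035, beside -0.036 for all genes.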

The ‘Mitochondrial dysfunction’, ‘Oxidative Phosphorylation’ and ‘Protein Ubiquitination Pathway’ were highly significant pathways in BPS-TA kidneys that contained predominantly downregulated transcripts. 

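Transcripts of macrophages were higher in BPS-TA kidneys. All 11 tested macrophage markers rose (11 adjusted over the list alone). Lyz2, which encodes lysozyme, rose from 8.83 ± 0.539 (SD, n = 3) FPKM in WT to 34.4 ± 13.5 (SD, n = 4) in BPS-TA kidneys. Cd68, a lysosomal protein gene, rose from 2.73 ± 0.216 (SD, n = 3) to 6.66 ± 0.962 (SD, n = 4). The median log2 change of the macrophage markers from the WT mean was 0.95 in TC-11 and 1.10 in TC-12, against 0.58 in TC-7 and 0.71 in TC-8. Of 17 tested phagocytic receptor genes 12 rose and none fell (14 and 1 adjusted over the list alone). Cd14, the coreceptor for bacterial lipopolysaccharide, had a log2 fold change of 0.90 (standard error 0.113, adjusted p = 9.88e-04 from limma). Tyrobp, an adaptor of myeloid receptors, had one of 1.07 (standard error 0.161, adjusted p = 0.00208). Of 27 genes of leukocyte extravasation 22 rose and none fell (alike adjusted over the list alone). Vcam1, the endothelial and tubular adhesion molecule, rose from 3.15 ± 0.103 (SD, n = 3) to 7.37 ± 1.90 (SD, n = 4). Cybb, the catalytic subunit of the phagocyte oxidase, rose from 2.09 ± 0.0303 (SD, n = 3) to 4.95 ± 0.661 (SD, n = 4). Of 51 cancer signalling genes 27 rose and 1 fell (29 and 1 adjusted over the list alone). Rac2, a GTPase gene of blood cells, rose by 0.75 on the log2 scale, Cdkn2d, a cell cycle inhibitor gene, by 0.50 (0.15 in the authors' deposited table, adjusted p = 0.381). Fos, an immediate early gene, fell by 0.68, a call lost without WT-5, WT-7, TC-7, TC-8 or TC-11 (highest adjusted p = 0.131). The authors' deposited table gives Fos a log2 fold change of -0.47 with an adjusted p of 0.160. Of 16 antigen presentation genes 14 rose (alike adjusted over the list alone). H2-Ab1 of MHC class II rose from 51.4 ± 2.27 (SD, n = 3) to 123 ± 20.4 (SD, n = 4). All 4 tested B and plasma cell markers rose. Jchain, which joins immunoglobulin chains, rose from 19.3 ± 10.2 (SD, n = 3) to 216 ± 51.7 (SD, n = 4). Its log2 fold change ran from 3.07 to 3.88 over left-out kidneys, where the authors' deposited table gives 2.04. T and NK cell markers and neutrophil markers each had 2 tested genes, too few for a list test, and none of these passed in limma over all genes. Both neutrophil markers were nevertheless lower at an unadjusted p under 0.05, when adjusted over the list alone, after quantile normalization and with centring (median log2 fold change -0.50). 
Relative to all genes the median log2 fold change was 0.73 for macrophage markers, 0.49 for phagocytic receptors, 0.40 for leukocyte extravasation and 0.11 for cancer signalling. Each list lay above other genes in camera, with adjusted p = 1.45e-04, 0.00162, 1.37e-05 and 0.00288 in that order, 1.93e-05 for antigen presentation and 0.00393 for B and plasma cells. With an estimated correlation none held, at adjusted p = 0.377 for macrophage markers and leukocyte extravasation and 0.340 for the other 4. After quantile normalization 9 cancer signalling genes were higher and 1 lower, and 7 phagocytic receptor genes higher and 1 lower. Higher genes of leukocyte extravasation then numbered 13, or 15 with centring, and cancer signalling had 7 higher and 1 lower with centring, and 16 and 5 with the authors' p-values.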

The ‘Phagosome formation’, ‘Leukocyte Extravasation Signaling’ and ‘Molecular Mechanisms of Cancer’ pathways also showed significant regulation in BPS-TA kidneys, but contained predominantly upregulated transcripts. To investigate whether these changes were coordinated by specific transcription factors, we performed a genome wide promoter motif analysis (Fig. 3D). This analysis indicated that the immune-associated transcription factors *Stat2, Cebpb* and *Smad1* were activated in the kidneys of BPS-TA mice. 

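Of 30 tested interferon-stimulated genes, which STAT2 induces, 28 rose in BPS-TA kidneys and none fell (alike adjusted over the list alone). Their median log2 fold change was 0.46 relative to all genes, and 16 were higher after quantile normalization. Dhx58, which encodes an RNA sensor, rose from 0.591 ± 0.289 (SD, n = 3) FPKM in WT to 5.21 ± 0.841 (SD, n = 4) in BPS-TA kidneys. Ifi27l2a, an interferon-induced gene, rose from 4.64 ± 0.300 (SD, n = 3) to 14.5 ± 2.83 (SD, n = 4) (log2 fold change 1.44, standard error 0.136, adjusted p = 2.78e-04 from limma). Stat2 itself (ENSMUSG00000040033) rose from 2.10 ± 0.400 (SD, n = 3) to 3.27 ± 0.101 (SD, n = 4) (log2 fold change 0.47, adjusted p = 0.00694). Among 10 tested CEBPB target and acute phase genes 4 rose and none fell (alike adjusted over the list alone). Complement C3 rose from 3.46 ± 0.704 (SD, n = 3) to 13.8 ± 3.28 (SD, n = 4), and Lcn2, an iron-binding injury marker gene, from 0.887 ± 0.151 (SD, n = 3) to 3.07 ± 0.646 (SD, n = 4). Cebpb stood at 8.27 ± 1.97 (SD, n = 3) and 10.5 ± 1.01 (SD, n = 4) (log2 fold change 0.33, adjusted p = 0.0916, or 0.0108 without WT-5). Among 8 SMAD1 and BMP target genes 2 rose, Bambi (log2 fold change 0.40, or 0.098 with no call after quantile normalization) and Atoh8 (0.36), a decoy receptor and a transcription factor gene, and none fell (alike adjusted over the list alone). Smad1 had a log2 fold change of 0.30 (adjusted p = 0.0322). The interferon list lay above other genes in camera (adjusted p = 1.43e-08; adjusted p = 0.340 with an estimated correlation). The CEBPB list (adjusted p = 0.290) and the SMAD1 list (adjusted p = 0.642) did not. Leaving out WT-6, WT-7, TC-7, TC-11 or TC-12 ended the call of Smad1 (highest adjusted p = 0.116). Leaving out WT-5 or WT-7 ended that of Atoh8 (highest adjusted p = 0.0846). These lists stand in for the promoter motif analysis, which measures other quantities and was not repeated here. Quantile normalization ended the calls of Stat2 (adjusted p = 0.123, range over its alternatives 0.00314 to 0.123) and Smad1 (adjusted p = 0.668, range 7.70e-04 to 0.668). It left 0 SMAD1 targets past the threshold (3 on the FPKM scale at an unadjusted p under 0.05).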

Similar to our previous analyses, we also detected significant activation of *Atf4* and *Hif1a* signaling^14^. These results suggest activation of mitochondrial stress and immune responses in BPS-TA kidneys.

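Targets of ATF4, the transcription factor of the integrated stress response, were higher in BPS-TA kidneys. Of 29 tested genes 17 rose and 1 fell (20 and 2 adjusted over the list alone). Aldh18a1 (ENSMUSG00000025007), the first enzyme of proline synthesis, rose from 0.969 ± 0.171 (SD, n = 3) FPKM in WT to 13.9 ± 2.28 (SD, n = 4) in BPS-TA kidneys (log2 fold change 2.91, standard error 0.128, adjusted p = 4.14e-06 from limma). Asns, which encodes asparagine synthetase, rose from 2.10 ± 0.0769 (SD, n = 3) to 13.9 ± 0.883 (SD, n = 4). Mthfd2, an enzyme gene of mitochondrial folate metabolism, rose from 1.79 ± 0.249 (SD, n = 3) to 13.9 ± 1.47 (SD, n = 4). Herpud1, a gene of protein degradation at the endoplasmic reticulum, fell by 0.58 on the log2 scale (adjusted p = 0.00454). The transcript of Atf4 itself stood at 55.0 ± 2.92 (SD, n = 3) and 58.1 ± 1.81 (SD, n = 4) (log2 fold change 0.079, turned to -0.097 when each kidney was centred on its median; adjusted p = 0.278). Mouse Hif1a stood at 27.9 ± 1.30 (SD, n = 3) and 32.4 ± 3.55 (SD, n = 4) (log2 fold change 0.21, adjusted p = 0.108, or 0.00726 without TC-8). Epas1, which encodes the HIF alpha subunit paralogous to HIF1A, rose from 21.9 ± 0.900 (SD, n = 3) to 29.5 ± 2.93 (SD, n = 4) (adjusted p = 0.00635; 0.0592 with centring, and 0.00453 to 0.743 over all its alternatives). The ATF4 list had a median log2 fold change of 0.25 relative to all genes and lay above them in camera (adjusted p = 2.64e-04; adjusted p = 0.340 with an estimated correlation). The 5 factors of the motif analysis, taken as a list of their own transcripts, were not called (camera, adjusted p = 0.290).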

Recent research showed that the induction of double-strand breaks by Cas9 can be toxic and may activate p53 in certain cells and tissues^33,34^. We investigated whether activation of p53 pathways occurred in BPS-TA kidneys (Fig. 3E). Indeed, we detected increased mRNA expression levels of *Trp53* and its target genes, *Bbc3*/*Puma* and *Cdkn1a*/*p21*^*waf*^. In addition, several other genes that have previously been associated with the DNA damage response showed elevated expression levels in the BPS-TA kidneys, including *Brca1*, *Top2a*, *Cdkn2b*, and *Rad51*. Collectively, these results suggest activation of the immune system and the DNA damage response as potential tumor suppressive mechanisms in the kidneys of BPS-TA mice.

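Cdkn1a (ENSMUSG00000023067), the p53 target gene that encodes the cell cycle inhibitor p21, rose from 3.10 ± 0.491 (SD, n = 3) FPKM in WT kidneys to 19.6 ± 1.23 (SD, n = 4) in BPS-TA kidneys. This is 6.31 times the WT mean (log2 fold change 2.33, standard error 0.0931, adjusted p = 2.70e-06 from limma). Trp53 (ENSMUSG00000059552), the gene of p53, rose from 11.4 ± 0.607 (SD, n = 3) to 14.8 ± 1.41 (SD, n = 4) (log2 fold change 0.35, standard error 0.0829, adjusted p = 0.0144). Every BPS-TA kidney lay above every WT kidney (exact two-sided permutation test, p = 0.0571). Bbc3 (ENSMUSG00000002083), which encodes the apoptosis inducer PUMA, rose from 0.656 ± 0.0970 (SD, n = 3) to 1.86 ± 0.341 (SD, n = 4) (log2 fold change 0.78, standard error 0.109, adjusted p = 0.00153). The authors' deposited table gives it a log2 fold change of 0.21 with an adjusted p of 0.490. Of 23 tested p53 target genes 8 rose and 1 fell (8 and 2 adjusted over the list alone). Higher and lower p53 target genes numbered 4 and 2 after quantile normalization, 4 and 3 with centring, and 6 and 5 with the authors' p-values. Perp, a desmosome gene, fell by 0.24 on the log2 scale (adjusted p = 0.0126, or 0.0559 without WT-6). Mdm2, which encodes the ubiquitin ligase of p53, had an adjusted p of 0.713 (chosen after its value was seen). The p53 list was not called against other genes (camera, adjusted p = 0.507). Its median log2 fold change was 0.20, or 0.076 relative to all genes, and quantile normalization turned it to -0.064. Trp53 lost its call after quantile normalization (adjusted p = 0.114), with each kidney centred on its median (adjusted p = 0.123) and without WT-6 or WT-7 (highest adjusted p = 0.0543). Its adjusted p ranged from 0.00411 to 0.123 over its alternatives, and that of Bbc3 from 0.00117 to 0.455.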

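Top2a (ENSMUSG00000020914), the topoisomerase gene of dividing cells, rose from 0.483 ± 0.248 (SD, n = 3) FPKM in WT kidneys to 1.35 ± 0.431 (SD, n = 4) in BPS-TA kidneys (log2 fold change 0.66, standard error 0.172, adjusted p = 0.0204 from limma; exact two-sided permutation test, p = 0.0857). Brca1, Cdkn2b, Chek1 and Cdkn2a lay below the filter of the fit, so each was compared by the exact two-sided permutation test alone. Cdkn2b (ENSMUSG00000073802), which encodes the inhibitor p15 of G1 kinases, was 0.262 ± 0.141 (SD, n = 3) in WT and 0.966 ± 0.336 (SD, n = 4) in BPS-TA kidneys (p = 0.0286 by this exact test). Brca1 (ENSMUSG00000017146), a gene of homologous repair, was 0.262 ± 0.114 (SD, n = 3) and 0.353 ± 0.106 (SD, n = 4) (exact p = 0.314). Chek1, a checkpoint kinase gene, was 0.583 ± 0.261 (SD, n = 3) and 0.876 ± 0.0657 (SD, n = 4) (exact p = 0.0571). Cdkn2a was 0.0229 ± 0.0200 (SD, n = 3) and 0.0809 ± 0.109 (SD, n = 4) (exact p = 0.457). The authors' deposited table gives Brca1 a log2 fold change of 0.99 (adjusted p = 4.14e-07). Brca2 was 1.20 ± 0.479 (SD, n = 3) and 1.98 ± 0.446 (SD, n = 4) (log2 fold change 0.45, adjusted p = 0.0777). Of 24 tested DNA damage response genes 4 rose and none fell (2 and 0 adjusted over the list alone). Among them were Xrcc3 (log2 fold change 0.52, adjusted p = 0.0145), a gene of homologous repair, and Atr (0.43, adjusted p = 0.0153), the kinase gene of replication stress. Without WT-7 neither passed, nor did Atr without WT-5 (highest adjusted p = 0.0574). Of 16 tested proliferation genes 7 rose and none fell (8 and 0 adjusted over the list alone). Cdk1, the mitotic kinase gene, rose from 0.686 ± 0.141 (SD, n = 3) to 1.77 ± 0.421 (SD, n = 4) (log2 fold change 0.71), a call lost after quantile normalization (0.37, adjusted p = 0.0563). After this normalization 0 proliferation genes passed in limma (1 higher and 0 lower at an unadjusted p under 0.05), with a list median of 0.032, and with centring 3 were higher. Against other genes neither list was called (camera, adjusted p = 0.902 for DNA damage response, median 0.0083 relative to all genes, and 0.154 for proliferation). The proliferation list was, however, called without a filter on low values and with centring (adjusted p = 0.00579 and 0.0326; highest over its alternatives 0.423). After quantile normalization 0 DNA damage response genes were higher and 2 lower, and with the authors' p-values 6 and 5. Top2a lost its call after quantile normalization (adjusted p = 0.269; 0.0748 without WT-7 and lost without WT-5 too; 4.82e-09 to 0.269 over its alternatives). Brca2 crossed the threshold when WT-6 or TC-11 was left out (lowest adjusted p = 0.0420; 0.0420 to 0.573 over its alternatives).

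**Figure D3:**
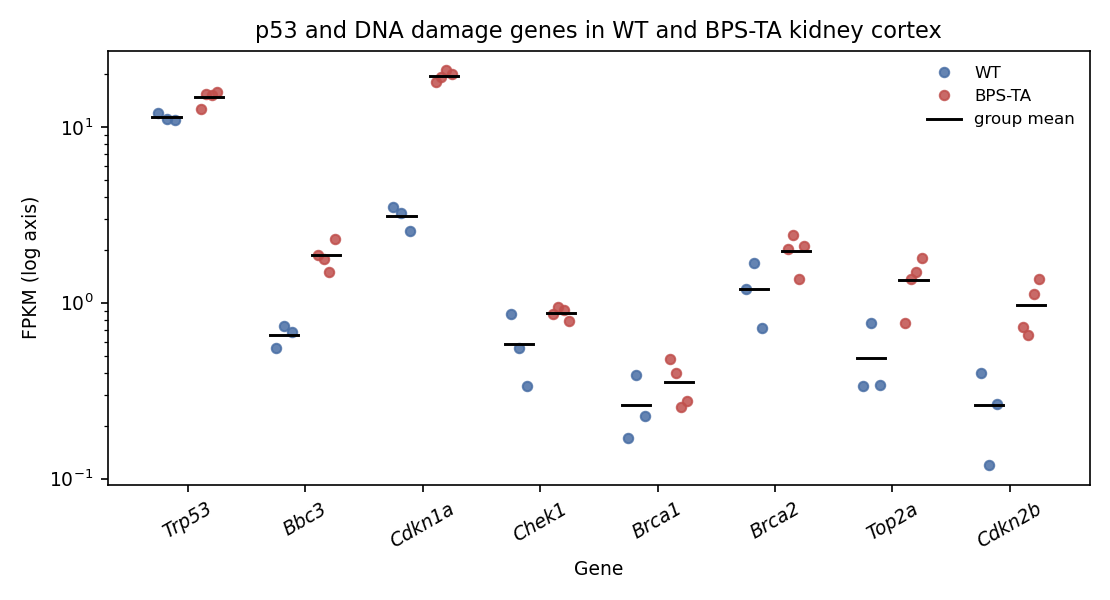
FPKM of 8 genes of the p53 and DNA damage responses in each kidney on a log axis, with WT kidneys (n = 3) in blue, BPS-TA kidneys (n = 4) in red and group means as black lines. The groups lie furthest apart for Cdkn1a, and overlap for Chek1, Brca1, Brca2 and Top2a.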

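Genes of tubular injury rose in the same kidneys. Of 15 tested kidney injury genes 12 rose and none fell (14 and 0 adjusted over the list alone), and 8 were higher with centring. The median log2 change of these genes from the WT mean was 0.87 in TC-11 and 1.16 in TC-12, against 0.47 in TC-7 and 0.44 in TC-8, and macrophage markers were also higher in the first pair of kidneys. Havcr1, the injury marker of proximal tubules, rose from 0.643 ± 0.0703 (SD, n = 3) FPKM in WT to 3.70 ± 0.565 (SD, n = 4) in BPS-TA kidneys (log2 fold change 1.51, adjusted p = 6.08e-05 from limma). Cp, which encodes ceruloplasmin, rose from 14.9 ± 2.61 (SD, n = 3) to 67.2 ± 17.5 (SD, n = 4). The injury list lay above other genes in camera (adjusted p = 5.64e-05; adjusted p = 0.340 with an estimated correlation). Of 9 senescence and secretory genes 3 rose and none fell (alike adjusted over the list alone). Glb1, the lysosomal galactosidase gene, rose from 78.2 ± 2.33 (SD, n = 3) to 115 ± 4.51 (SD, n = 4). This list was not called (camera, adjusted p = 0.162), except after quantile normalization (adjusted p = 0.0393). From the immune pathways, the motifs of immune-associated transcription factors and the higher transcripts of Trp53, its targets and other genes associated with the DNA damage response, the paper proposes that the immune system and the DNA damage response are activated in BPS-TA kidneys and are potential mechanisms of tumor suppression.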

### BPS-TA kidneys exhibit decreased levels of amino acids and purines and increased levels of cholesterol-sulfate

In order to further characterize the metabolic alterations in the BPS kidneys, we next used MALDI-IMS to assess the levels of various metabolites in WT vs. BPS-TA kidneys (3 months of age). We detected decreased levels of aminoacids aspartate and glutamate, decreased levels of the purines hypoxanthine, inosine, and xanthine, while cholesterol sulfate levels were increased in the BPS-TA compared to WT kidneys (Fig. 4). These data support the transcriptome profiling in demonstrating that the BPS-TA kidneys show very different metabolic features compared to WT kidneys. Importantly, cholesterol sulfate was demonstrated to enhance T-cell evasion (PMID: 35094065), hinting of a tumor-facilitating microenviroment of the BPS kidneys.

**Figure 4:**
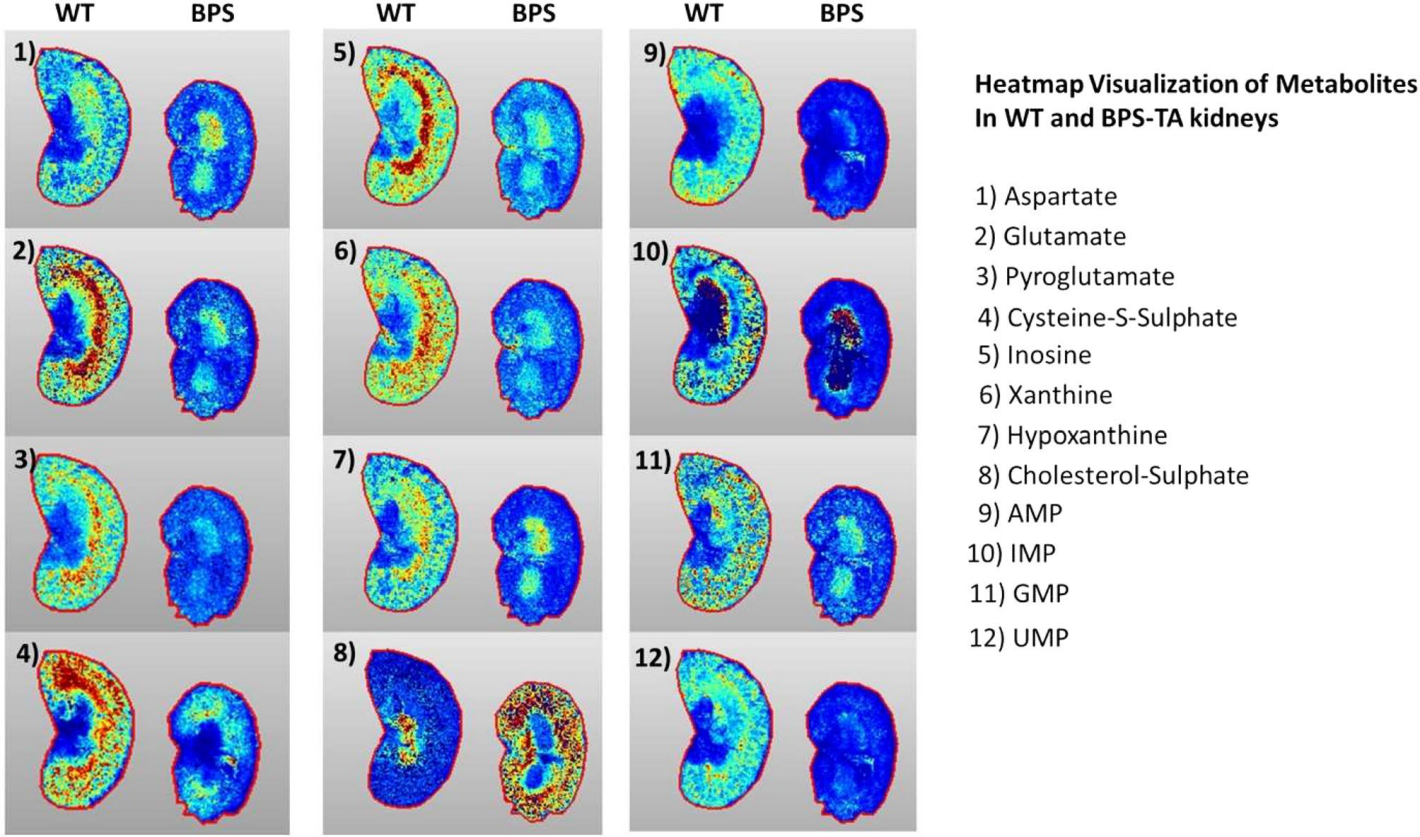
Spatial Distribution of Amino Acids, Purines, and Cholesterol Sulfate in the Wt vs. BPS Kidneys by MALDI-IMS. Heatmaps indicate the relative levels of various purines, amino acids, and cholesterol sulfate imaged from two mice of each genotype. Quantification as determined by MALDI-IMS. Note that red = a high level compared to deep blue, a low level of each metabolite. This figure was compiled in Microsoft Powerpoint.

### Modulating the gene editing strategy for increased targeting efficiency

Because the frequencies of indels in *Pbrm1* and *Bap1* were low in our first BPS-TA model, we then generated a second model in which Cas9^WT^ (hSpCsn1), rather than Cas9^D10A^ (hSpCsn1n), is introduced into the renal cortex. The purpose of this change was to increase the frequencies of indels and to obtain indels in the *Setd2* gene. The BPS-Cre mice were generated as described in detail in the Materials and Methods section (Fig. 5A). Note that all BPS-Cre mice evaluated in the subsequent analysis were biallelic for each of the four transgenes (LSL-Cas9-P2A-GFP, ggt-CreER, TRACK, BPS). Unexpectedly, the BPS-TA mice showed much stronger and more widespread staining for GFP than the BPS-Cre mice (Fig. 5B). Co-staining for GFP and the Flag-epitope of Cas9^WT^ confirmed the use of GFP as a proxy for Cas9 expression (Fig. 5C). We next evaluated deletion frequencies in BPS-TA and BPS-Cre kidneys and observed much higher genome editing of *Pbrm1* and *Setd2* in the BPS-Cre (N = 4) compared to the BPS-TA mice (N = 3) (Fig. 5D). Two WT kidneys were included as negative controls. These data suggest that in terms of generating indels in the three tumor suppressor genes in these ccRCC models, the Cre-regulated Cas9^WT^ is more potent than the tTA-regulated Cas9^D10A^ (See Figures S2 and S3 for further details). Additionally, the chicken actin promoter (CAG), which drives the Cas9^WT^ expression, may be a stronger promoter in the proximal tubule cells than the TRE3G that drives the Cas9^D10A^ expression (Fig. 5A). Despite the enhanced genome editing, we did not detect macroscopic renal tumors in the BPS-Cre animals (N = 5 evaluated at 3–9 months of age).

**Figure 5:**
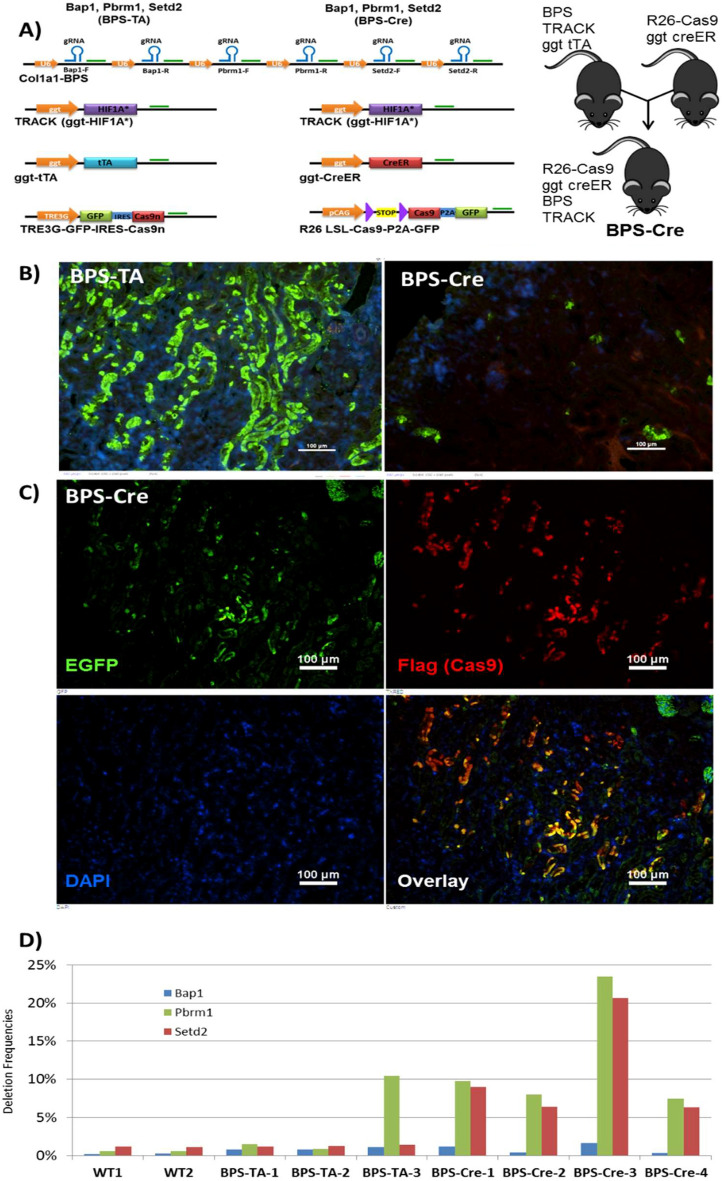
Cre-regulated perturbation of Bap1, Pbrm1, and Setd2 in BPS-Cre mice. (**A**) For the initial targeting of mouse Bap1, Pbrm1, and Setd2 we employed a dox-responsive GFP-IRES-Cas9^D10A^ allele, whereas in a revised approach we employed a cre-regulated Cas9-P2A-GFP (left and right, respectively). Ggt promoters drive tissue specific expression of the Cas9 activator (tTA and Cre, respectively), and facilitated gene perturbation specifically in the proximal tubules of the kidneys of the TRACK ccRCC mouse model (BPS-TA and BPS-Cre animals). (**B**) Immunostaining of GFP served as a marker for proximal tubule cells with active Cas9. Note the more pervasive expression using tTA regulation compared with Cre regulation (left and right, respectively). Magnification; × 200, scale bar; 100 μm. Representative images are shown. (**C**) Co-immunostaining of GFP and the Flag epitope of Cas9 (green and red, respectively) demonstrates co-expression of the two proteins, and validates GFP as a proxy for Cas9 expression. Magnification; × 200, scale bar; 100 μm. Representative images are shown. D) Frequencies of on-site deletions in Bap1, Setd2, and Pbrm1 in BPS-TA and BPS-Cre kidneys. WT kidneys served as negative controls. Note that average deletion frequencies were increased in BPS-Cre vs BPS-TA kidneys for Pbrm1 (12.2% vs. 4.3%) and Setd2 (10.6% vs. 1.3%), whereas deletion frequencies for Bap1 was unchanged in BPS-Cre vs BPS-TA kidneys (0.9% vs. 0.9%), but higher than background levels (WT kidneys; 0.3%). Note also that one animal (#3) among the BPS-Cre animals had the highest levels of gene editing of Bap1, Pbrm1, and Setd2 (1.6%, 23.4%, and 20.7%, respectively). Note that all BPS-TA mice evaluated were biallelic for each of the three transgenes, and all BPS-Cre mice were biallelic for each of the four transgenes. The transgene overview and figure panels was generated and compiled in Microsoft Powerpoint software.

## Discussion

Inducible CRISPR-Cas9 systems have revolutionized the development of GEMMs and allow flexible and fast introduction of loss-of-function mutations in various genes in a tissue-specific and dox-dependent manner. Here we used this technology to generate a model for ccRCC, which in humans is caused in part by the biallelic loss of various tumor suppressor genes, including *VHL*, *BAP1, PBRM1,* and *SETD2*. These gene sequences are strongly conserved between mice and humans. Our results indicate that our novel BPS-TA GEMM indeed promotes the induction of early frameshift mutations in *Bap1* and *Pbrm1* in the kidney cortices of TRACK mice. However, these mutations did not enhance macroscopic tumor formation in the small cohorts of mice that we investigated here, possibly because of the low mutation frequencies. These low mutation frequencies may be related to the highly specific Cas9^D10A^, which requires binding of paired gRNAs to *both* complementary DNA strands before Cas9 induces double strand breaks^19^, used for the BPS-TA GEMM. We consider it likely that biallelic mutations occur in very small numbers of cells in BPS-TA kidneys and that these could still promote carcinogenesis, but the latency time of these tumors might be very long (> 13 months), which makes the model somewhat unpractical for drug development purposes. Previous research has suggested that mutations in *Bap1* and *Pbrm1* tend to occur in a mutually exclusive pattern and give rise to different types of tumors^35,36^. Future experiments with our BPS-TA model in which we use longer incubation times may shed more light on this and show potential divergent, clonal development of lesions with various combinations of in frame and frameshift mutations in *Bap1* and *Pbrm1*.

The presence of a competent immune system is an important asset of GEMMs that distinguishes these models from various other model systems, such as cell culture, organoids and orthotopic xenograft models. To gain insight into the mechanisms by which the BPS-TA mice might suppress the induction of mutations, we performed transcriptome profiling on a small series of kidney cortices. ‘Leukocyte Extravasation Signaling’ and ‘Phagosome Formation’ were among the significantly enriched pathways in the BPS-TA kidneys. An independent analysis also indicated that the transcription factors *Stat2*, *Cebpb* and *Smad1* are activated in BPS-TA kidneys. These transcription factors have been associated with interferon, TGF-β signaling, and maturation of dendritic cells and macrophages^37–39^. In line with previous research about CRISPR-Cas9 based genome editing, we also found evidence of p53 activation in BPS-TA kidneys, with elevated expression of target genes such as *Bbc3*/*Puma*, which induces apoptosis, and the cell cycle inhibitor *Cdkn1a*/*p21*^*wa*^^40,41^. These results are in line with previous investigations, which identified the adaptive as well as the innate immune system as important frontiers to cancer development in immunocompetent preclinical models^42–44^. More research, potentially involving short term treatment with immunosuppressive agents, could provide more insights into this potential mechanism of tumor suppression in BPS-TA mice.

We then decided that our first BPS-TA model system could benefit from some improvements. First, our initial design included *Setd2* as a target for genome editing, but our results with the BPS-TA mice showed no evidence of *Setd2* gene disruption in vivo (Figure S2. It is possible that *Setd2* loss of function mutations are detrimental to non-transformed cells and that mutated cells are rapidly lost, as observed for *Bap1*^31^, or the lack of *Setd2* editing could simply be attributed to a technical challenge. Second, for the first BPS-TA model we used a construct with a tetracycline-responsive promoter (TRE3G) to be able to “switch off” Cas9 expression in case there were toxic effects on kidney function. However, we did not observe any signs of kidney failure in our model, and hence we decided that the BPS construct could be simplified by replacing the TRE3G promoter by the constitutively active, truncated ggt promoter, which we showed has high activity in the proximal tubules of the kidney but limited activity in other organs. Third, we demonstrated that replacing the Cas9^D10A^ with Cas9^WT^ improved the gene editing efficiency (Fig. 5D). A fourth improvement in the BPS-Cre mice is the use of the constitutive actin promoter to drive Cas9^WT^ expression specifically in proximal tubule cells. Fifth, whereas the genome editing of the BPS-TA can be halted by supplementing the mice with dox, the Cas9 of the BPS-Cre animals is continuously expressed upon Cre-mediated excision of the stop cassette flanked by the loxP sites, and sixth, the Cas9^D10A^ is located downstream of GFP whereas the Cas9^WT^ is located upstream of GFP, which in the BPS-Cre model favors Cas9 expression over GFP.

Comparing the BPS-TA with the BPS-Cre transgenic mice, we found more extensive expression of GFP in the BPS-TA kidneys compared with those of the BPS-Cre mice, yet the genome editing was more efficient in the BPS-Cre mice (Fig. 5). The more extensive GFP expression in the BPS-TA animals may be attributed to GFP being upstream of Cas9 (see point six in the above paragraph). The Cas9^WT^ of the BPS-Cre animals requires only a single gRNA per target, whereas the Cas9^D10A^ of the BPS-TA animals requires paired gRNA for successful gene disruption. This may explain not only the higher edit frequencies of the BPS-Cre animals, but also the successful targeting of *Setd2* in the BPS-Cre kidneys. Indeed, when evaluating the specific locations of the *Setd2* genome edits in the BPS-Cre kidneys (Figure S4), we found edits proximal to Setd2-F site (but not near the Setd2-R site), suggesting that among the Setd2 gRNAs only Setd2-F is active. We suspect that the U6-driven polIII transcription of Setd2-R may be prematurely terminated due to the presence of a T_4_ in the targeting sequence (AACTTTTGTCTTCGTGCCTTTGG). In the BPS-Cre kidneys, the editing frequencies of *Bap1* remained low, hinting at adverse effects of Bap1 loss-of-function on survival of proximal tubule cells. We speculate that loss of *Bap1* could be tumorigenic specifically to check-point impaired cells. We noted overall morphology and histology of the BPS-Cre kidneys comparable to those of TRACK mice (Figure S5), suggesting that the gene edits do not support malignant transformation in our early-stage ccRCC mouse model (TRACK).

Lastly, we propose that the current model could benefit from inclusion of a biomarker for tumor development. For example, the secreted *Gaussia* luciferase would allow for non-invasive monitoring of tumor development in blood, as well as in vivo by use of bioluminescence imaging ^45^. This luciferase or other any marker could replace GFP in our construct, which is more useful to monitor promoter activity in cell culture.

One limitation of this study is that loss of actual gene function (*Bap1, Pbrm1,* and/or *Setd2*) cannot be conclusively demonstrated in these two models, BPS-TA and BPS-Cre. Future evaluations would require single cell RNA sequencing, with which we could evaluate the stochastic combinations of somatic inactivation of *Bap1, Pbrm1,* and *Setd2* in individual animals; this approach could provide insights into the step-wise ccRCC tumorigenesis. With respect to co-deletions, the cells that activate Cas9 are likely to edit multiple target sites simultaneously. This is supported by supplementary Figure S4, which demonstrates simultaneous edits of Pbrm1 -R and -F sites in multiple alleles (evident by both excision between both cut-sites and by the simultaneous presence of minor edits at both the -R and -F sites). Further research is needed to enable use of these two models for the development of novel therapeutics for ccRCC. We could introduce additional gRNAs that lead Cas9 to other targets, such as *Trp53* and/or *Cdkn2a*, which has been associated with the development of metastatic ccRCC in humans and other GEMMs^15,46^.

In conclusion, we successfully achieved somatic genome editing of *Bap1*, *Pbrm1*, and to some extent *Setd2* in two novel GEMMs for early ccRCC through use of an inducible CRISPR-Cas9 system. However, the relatively limited amount of *Pbrm1, Setd2,* and particularly *Bap1* genome editing in proximal tubules that we obtained with both of these models, BPS-TA and BPS-Cre, did not induce the formation of rapidly progressive and/or metastatic renal cancers in a small series of TRACK mice. Further studies are expected to increase the cellular resolution, e.g. by employing single-cell RNAseq to ascertain the effects of specific combinatorial gene inactivations. Additional genomic alterations, such as more extensive p3 deletions, inactivation of *Trp53* and/or *Cdkn2a* or overexpression of c-Myc, may synergize with the genomic perturbations in the BPS-TA and BPS-Cre models to induce tumor formation, and hypotheses such as these may be addressed in future studies.

### Link and accession no. for datasets taken from the The Cancer Genome Atlas (TCGA) consortium

We analyzed public transcriptomics and corresponding clinical datasets from the The Cancer Genome Atlas (TCGA) consortium. The results from these analyses were previously published in Nature, 499, 43–49 (2013). The KIRC datasets (version 2016_01_28) are available in a public repository that can be accessed through the Broad institute, Firehose website: Broad GDAC Firehose (broadinstitute.org). The murine datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO database, accession number GSE199795.

## Supplementary Information

Supplementary Information.

## Data Availability

All datasets that were generated from mouse studies are included as supplementary files (datasets 1–5). In addition, we analyzed public transcriptomics and corresponding clinical datasets from the The Cancer Genome Atlas (TCGA) consortium. The results from these analyses were previously published in Nature, 499, 43–49 (2013)^2^. The KIRC datasets (version 2016_01_28) are available in a public repository that can be accessed through the Broad institute, Firehose website: Broad GDAC Firehose (broadinstitute.org). The murine datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO database, accession number GSE199795.

## Abbreviations

GEMMs: Genetically engineered mouse models
HIF1A: TRAnsgenic Cancer of the Kidney, TRACK
ccRCC: Clear cell renal cell carcinoma
Cas9^D10A^: Nickase, hSpCsn1n
tet: Tetracycline
ggt: γ-Glutamyltransferase 1
indels: Insertions and deletions
dox: Doxycycline
tam: Tamoxifen
TRE3G: Tetracycline-responsive elements
ESCs: Embryonic stem cells
gRNAs: Guide RNAs
tTA, Tet-Off: Tet-transactivator
rtTA, Tet-On: Reverse tet-transactivator
GFP: Enhanced green florescent protein
hSpCsn1: Cas9^WT^
BPS: C3GIC9n-BPS allele
H&E: Hematoxylin and eosin
PAGE: Polyacrylamide gel electrophoresis
WT: Wild type
LSL: Lox-stop-lox
NGS: Next-gen sequencing
CAG: Chicken actin promoter

## References

[1] Mitchell TJ (2018). Timing the landmark events in the evolution of clear cell renal cell cancer: TRACERx renal. Cell.

[2] Network CGAR (2013). Comprehensive molecular characterization of clear cell renal cell carcinoma. Nature.

[3] Ricketts CJ (2018). The cancer genome atlas comprehensive molecular characterization of renal cell carcinoma. Cell Rep..

[4] Turajlic S (2018). Deterministic evolutionary trajectories influence primary tumor growth: TRACERx renal. Cell.

[5] Choueiri TK (2021). Adjuvant pembrolizumab after nephrectomy in renal-cell carcinoma. N. Engl. J. Med..

[6] Rini BI, Powles T (2019). Immune checkpoint blockade plus axitinib for renal-cell carcinoma Reply. N. Engl. J. Med..

[7] Motzer RJ (2018). Nivolumab plus Ipilimumab versus sunitinib in advanced renal-cell carcinoma. N. Engl. J. Med..

[8] Rankin EB, Tomaszewski JE, Haase VH (2006). Renal cyst development in mice with conditional inactivation of the von Hippel-Lindau tumor suppressor. Cancer Res..

[9] Wang SS (2014). Bap1 is essential for kidney function and cooperates with Vhl in renal tumorigenesis. Proc. Natl. Acad. Sci. U. S. A..

[10] Nargund AM (2017). The SWI/SNF protein PBRM1 restrains VHL-loss-driven clear cell renal cell carcinoma. Cell. Rep..

[11] Hoefflin R (2020). HIF-1α and HIF-2α differently regulate tumour development and inflammation of clear cell renal cell carcinoma in mice. Nat. Commun..

[12] Shenoy N (2020). HIF1α is not a target of 14q deletion in clear cell renal cancer. Sci. Rep..

[13] Fu L, Wang G, Shevchuk MM, Nanus DM, Gudas LJ (2011). Generation of a mouse model of Von Hippel-Lindau kidney disease leading to renal cancers by expression of a constitutively active mutant of HIF1alpha. Cancer Res..

[14] Fu L, Minton DR, Zhang T, Nanus DM, Gudas LJ (2015). Genome-wide profiling of track kidneys shows similarity to the human ccRCC transcriptome. Mol. Cancer. Res..

[15] Bailey ST (2017). MYC activation cooperates with Vhl and Ink4a/Arf loss to induce clear cell renal cell carcinoma. Nat. Commun..

[16] Harlander S (2017). Combined mutation in Vhl, Trp53 and Rb1 causes clear cell renal cell carcinoma in mice. Nat. Med..

[17] Dow LE (2015). Inducible in vivo genome editing with CRISPR-Cas9. Nat. Biotechnol..

[18] Fiaschi-Taesch NM (2004). Prevention of acute ischemic renal failure by targeted delivery of growth factors to the proximal tubule in transgenic mice: The efficacy of parathyroid hormone-related protein and hepatocyte growth factor. J. Am. Soc. Nephrol..

[19] Ran FA (2013). Double nicking by RNA-guided CRISPR Cas9 for enhanced genome editing specificity. Cell.

[20] Zhu X (2014). An efficient genotyping method for genome-modified animals and human cells generated with CRISPR/Cas9 system. Sci. Rep..

[21] Pinello L (2016). Analyzing CRISPR genome-editing experiments with CRISPResso. Nat. Biotechnol..

[22] Beard C, Hochedlinger K, Plath K, Wutz A, Jaenisch R (2006). Efficient method to generate single-copy transgenic mice by site-specific integration in embryonic stem cells. Genesis.

[23] Premsrirut PK (2011). A rapid and scalable system for studying gene function in mice using conditional RNA interference. Cell.

[24] Dworniczak B (2007). Inducible Cre/loxP recombination in the mouse proximal tubule. Nephron Exp. Nephrol..

[25] Iwano M (2002). Evidence that fibroblasts derive from epithelium during tissue fibrosis. J. Clin. Invest..

[26] Platt RJ (2014). CRISPR-Cas9 knockin mice for genome editing and cancer modeling. Cell.

[27] Krämer A, Green J, Pollard J, Tugendreich S (2014). Causal analysis approaches in ingenuity pathway analysis. Bioinformatics.

[28] Balwierz PJ (2014). ISMARA: Automated modeling of genomic signals as a democracy of regulatory motifs. Gen. Res..

[29] Tang XH, Knudsen B, Bemis D, Tickoo S, Gudas LJ (2004). Oral cavity and esophageal carcinogenesis modeled in carcinogen-treated mice. Clin. Cancer Res..

[30] Laursen KB (2021). Mitochondrial Ndufa4l2 enhances deposition of lipids and expression of Ca9 in the track model of early clear cell renal cell carcinoma. Front. Oncol..

[31] Chen P (2019). Loss of BAP1 results in growth inhibition and enhances mesenchymal-epithelial transition in kidney tumor cells. Mol. Cell Proteom..

[32] Gao W, Li W, Xiao T, Liu XS, Kaelin WG (2017). Inactivation of the PBRM1 tumor suppressor gene amplifies the HIF-response in VHL-/- clear cell renal carcinoma. Proc. Natl. Acad. Sci. U. S. A..

[33] Haapaniemi E, Botla S, Persson J, Schmierer B, Taipale J (2018). CRISPR-Cas9 genome editing induces a p53-mediated DNA damage response. Nat Med.

[34] Ihry RJ (2018). p53 inhibits CRISPR-Cas9 engineering in human pluripotent stem cells. Nat. Med..

[35] Peña-Llopis S (2012). BAP1 loss defines a new class of renal cell carcinoma. Nat. Genet..

[36] Hsieh JJ (2017). Genomic biomarkers of a randomized trial comparing first-line everolimus and sunitinib in patients with metastatic renal cell carcinoma. Eur. Urol..

[37] Xu J (2016). STAT2 is required for TLR-induced murine dendritic cell activation and cross-presentation. J. Immunol..

[38] Jaitin DA (2016). Dissecting immune circuits by linking CRISPR-pooled screens with single-cell RNA-seq. Cell.

[39] Nurgazieva D (2015). TGF-β1, but not bone morphogenetic proteins, activates Smad1/5 pathway in primary human macrophages and induces expression of proatherogenic genes. J. Immunol..

[40] Yu J, Wang Z, Kinzler KW, Vogelstein B, Zhang L (2003). PUMA mediates the apoptotic response to p53 in colorectal cancer cells. Proc. Natl. Acad. Sci. U. S. A..

[41] Bunz F (1998). Requirement for p53 and p21 to sustain G2 arrest after DNA damage. Science.

[42] Vesely MD, Kershaw MH, Schreiber RD, Smyth MJ (2011). Natural innate and adaptive immunity to cancer. Annu. Rev. Immunol..

[43] Shankaran V (2001). IFNgamma and lymphocytes prevent primary tumour development and shape tumour immunogenicity. Nature.

[44] Kaplan DH (1998). Demonstration of an interferon gamma-dependent tumor surveillance system in immunocompetent mice. Proc. Natl. Acad. Sci. U. S. A..

[45] Wurdinger T (2008). A secreted luciferase for ex vivo monitoring of in vivo processes. Nat. Methods.

[46] Turajlic S (2018). Tracking cancer evolution reveals constrained routes to metastases: TRACERx renal. Cell.

# Supplementary material for: Novel genetically engineered mouse models for clear cell renal cell carcinoma
**Source:** Sci Rep. 2023 May 22;13:8246. doi: 10.1038/s41598-023-35106-7
**Supplement:** Supplementary file 1 — Supplementary Information.

Column	Legend	Formulas	Notes	
A	Aligned_Sequence	CRISPResso2	Sequence references (**red**) need to be replaced by DNA string for target site	
B	Reference_Sequence	CRISPResso2	Cell references (**blue**) need to be followed by row number	
C	Reference_Name	CRISPResso2	Column references (**green**) need to be specified by a range	
D	Read_Status	CRISPResso2		
E	n_deleted	CRISPResso2	**Target**	**Sequence**
F	n_inserted	CRISPResso2	Bap	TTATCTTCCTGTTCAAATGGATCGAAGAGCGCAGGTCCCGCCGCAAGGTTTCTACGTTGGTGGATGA
G	n_mutated	CRISPResso2	Pbrm1	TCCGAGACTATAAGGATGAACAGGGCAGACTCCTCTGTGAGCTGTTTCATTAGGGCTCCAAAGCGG
H	#Reads	CRISPResso2	Setd2	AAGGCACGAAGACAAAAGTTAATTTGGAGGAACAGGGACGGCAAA
I	%Reads	CRISPResso2		
J				
K	Edited#Reads	=IF(COUNTIF(A,"* **Sequence** *"),0,H)	Input from CRISPResso2	
L	Deleted#Reads	=IF(E>0,K,0)	Alleles_frequency_table.txt	
M	Inserted#Reads	=IF(F>0,K,0)		
N	Mutated#Reads	=IF(G>0,K,0)	Output	
O	DeletedCodon#Reads	=IF(L>0,E,0)		
P	Frameshift calling	=IF(INT(O/3)=(O/3),"inframe", "fs")		
Q	Frameshift#Reads	=IF(P="fs",H,0)		
R	Deletion length	=LEN(A)-LEN(SUBSTITUTE(A,"-", ""))		

Summary	Reads	Frequency
indels:	=SUM(K)	=SUM(K)/SUM(H)
del:	=SUM(L)	=SUM(L)/SUM(H)
fs:	=SUM(Q)	=SUM(Q)/SUM(H)

Table S1. Processing of CRISPResso2 output from amplicon NGS data. The Excel formulas outlined determine the frequencies of on-site edits. In brief, processing of 250 bp paired-end fastq data by the online CRISPResso2 tool generated the “Alleles_frequency_table.txt” file (in which each line (row) represents a unique read and the number of times the exact read was encountered). Upon import into Microsoft Excel, the CRISPResso2 file populated columns A through I of the worksheet outlined above. Columns K-R were populated with row-specific formulas of the formulas specified above (e.g. CELL”L23” has the formula “=IF(E23>0,K23,0)”). Note that the formula in column K contains a target-specific sequence spanning the gRNA target site (or target sites for paired gRNAs). The use of a target-specific search string ensures that SNPs and PCR-introduced mutations outside the target site (denoted by asterisks in Figures S2 and S3) are not erroneously included in the indel counts. Specified above are the paired gRNA target sites for Bap1, Pbrm1, and Setd2. The number of reads for insertions/deletions (indels), deletions (del), and frameshifts (fs), respectively are specified in the output box, and the frequencies of the respective types of genome edits are calculated. The column references (green) are specified by a range (e.g. if the CRISPResso2 output has 10,000 unique reads “=SUM(K)” is specified as “=SUM(K2:K10001)”).

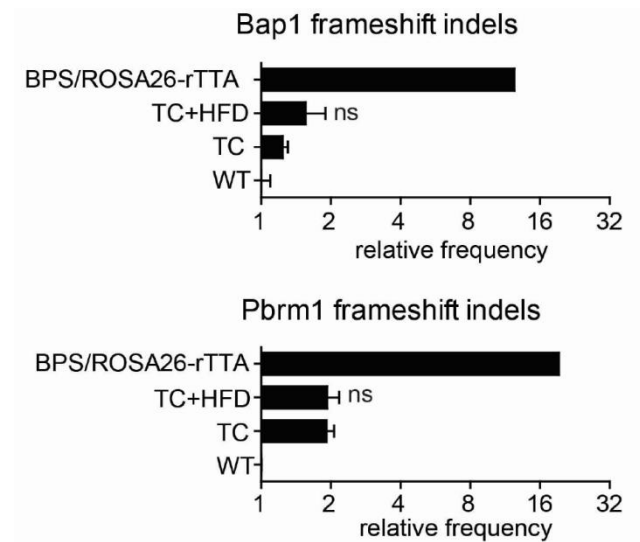

Figure S1. Genome editing of Bap1 and Pbrm1 in BPS-tTA kidneys. To determine the impact on carcinogenesis and mutation frequencies, we sacrificed these mice and examined their kidneys. We detected low frequent frameshift mutations in the kidneys of both dietary groups, but no statistically significant differences in the mutation frequencies.

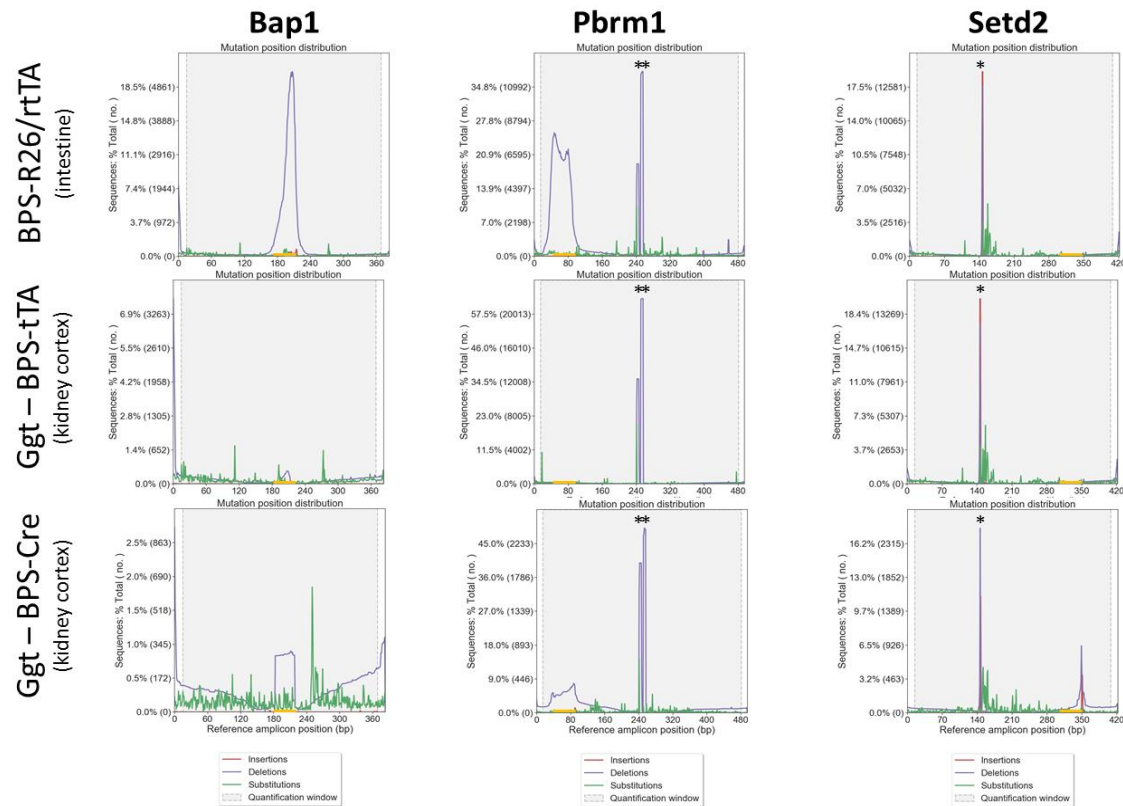

Figure S2. Graphical Representation of Genome Edits in BPS-R26, BPS-tTA, and BPS-Cre mice. The span of the paired gRNA for each target (Bap1, Pbrm1, and Setd2) is indicated in orange. Genomic deletions are denoted in blue. The BPS-R26 line targeted Bap1 and Pbrm1 at high frequencies, whereas almost no editing of Setd2 was observed. The BPS-tTA line targeted Bap1 and Pbrm1 at low frequencies, and no editing of Setd2 was observed. Finally, the BPS-Cre line targeted Setd2 and Pbrm1 at high frequencies, whereas only low frequencies of Bap1 editing were observed. Note that in addition to the targeted region, marked in orange, also genomic variants, marked by asterisks, and truncated PCR products were detected (evident by sloped from termini towards the center). In green, a number of low-frequency substitutions were noted (the irregular locations suggest them to represent PCR artefacts), as well as substitutional hotspots (e.g. positions ~110 and ~270 of Bap1). Insertions in the targeted regions were in most cases observed only at very low frequencies (except for Setd2 targeting in BPS-Cre animals). Depicted are representative editing profiles from one animal from each group. The graphical representations were modified from CRISPResso2 output (4b.Insertion_deletion_substitution_locations.png).

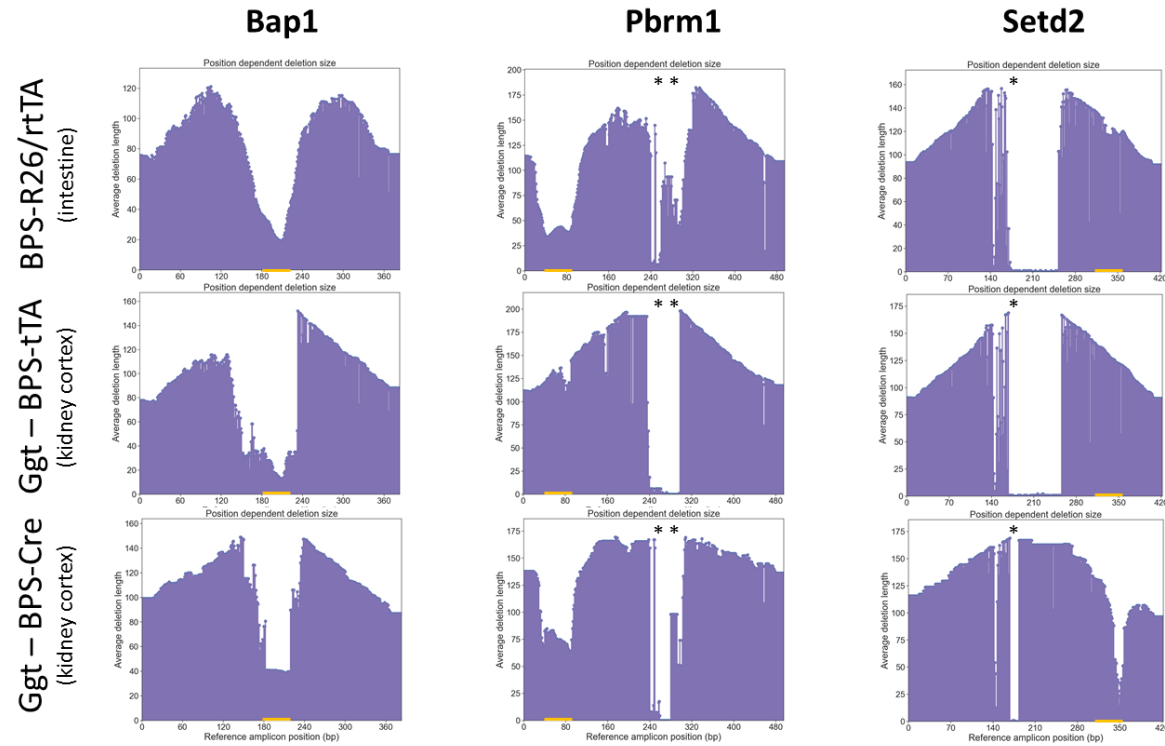

Figure S3. Graphical Representation of Average Deletion Lengths in BPS-R26, BPS-tTA, and BPS-Cre mice. The span of the paired gRNA for each target (Bap1, Pbrm1, and Setd2) is indicated in orange, whereas the sizes of the individual deletions are indicated by lollipops. The valleys in the graphs represent deletions of highly variable sizes (consistent with Cas9-induced non-homology end-joining). Note that for the BPS-Cre animals deletions spanning the entire targeted regions are observed for Bap1 and Pbrm1, whereas the deletions for Setd2 are focally centered on the Setd2-F site (no edits were observed centered on the Setd2-R site). Depicted are representative editing profiles from one animal from each group. The graphical representations were modified from CRISPResso2 output (4d.Position_dependent_average_indel_size.png).

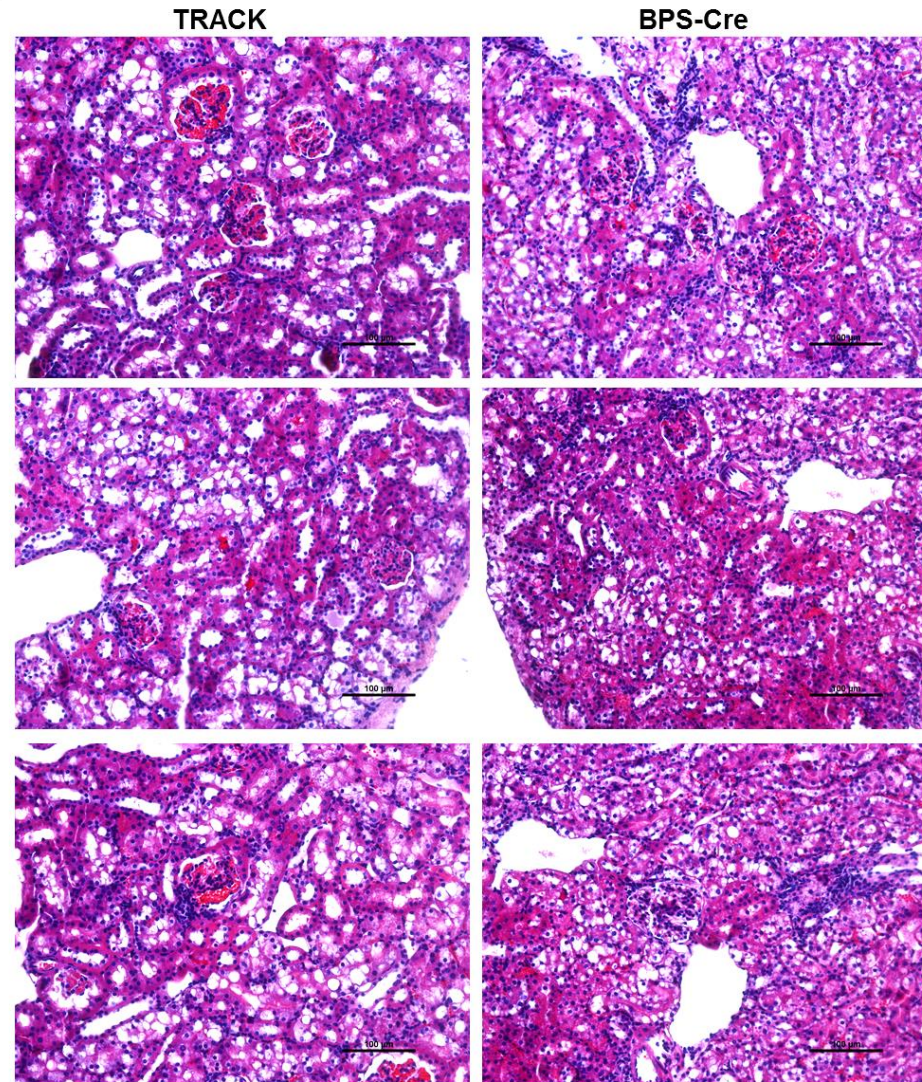

Figure S5. Histological evaluation of BPS-Cre kidneys. The kidneys, as well as various other organs, including livers, lungs and bones, were analyzed for macroscopic abnormalities or signs of malignancy. Despite the observed genome editing, we did not detect macroscopic or microscopic changes in the genome-edited animals, nor did we observe any formation of renal tumor in the BPS-Cre animals. Representative images of kidneys from TRACK and BPS-Cre animals are shown.

How the deposited data were processed for this re-analysis (not part of the article)

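RNA sequencing of kidney cortex was analysed for 3 WT kidneys and 4 BPS-TA kidneys, all from mice on regular chow. The authors extracted total RNA, sequenced single reads of 51 bases on a HiSeq2000 and name DESeq 1.32 for the comparison of the groups. The mm9 genome is named for the alignment, whereas the aligner, the counting program and the annotation are not given in the sources used here. Genes are identified as in the authors' tables. Of their 22007 gene identifiers 21841 were found in the GRCm38 annotation, whose build differs from the one named, so no coordinates are printed. That annotation served for gene structure alone.

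One deposited table gives a value per protein-coding gene and kidney without naming the unit. FPKM was inferred from the values, since their totals differ between kidneys, as those of a scale with a fixed total would not. How the authors computed the FPKM before they were deposited is not given in the sources used here. The other table is the authors' comparison. The authors name DESeq for it, while its column names are those of DESeq2 output, so which of these made it is unsure. It gives a signal, which the authors' column name marks as mean counts scaled to library size, the log2 fold change with its standard error, a score that is the authors' test statistic, and the authors' p-value and adjusted p. The score was not used here. Its other values are printed as the authors', and as an alternative their p-values were adjusted over the genes tested here. The paper gives 7 WT and 4 BPS-TA kidneys for its comparison, and its counts of 7775, 4014 and 3761 genes are those of this table. The 7 columns of values were assigned to the groups by their names, WT or TC, the latter read as triple cross. Their numbers match no replicate number, and no other column of values per kidney was present. Of 21759 protein-coding genes in the authors' comparison, 144 have no value per kidney and were not tested.

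The fit took log2(FPKM + 1) of genes with an FPKM of at least 1 in at least 3 kidneys, after 83 entries of 37 repeated gene identifiers were left out, since their values differ. limma (3.58.1, in R 4.3.3) was run with a mean-variance trend and Benjamini-Hochberg adjustment, with adjusted p under 0.05 as the threshold and no covariates. Genes of Fig. 3E under the filter were compared by an exact two-sided permutation test over 35 splits. Gene lists (46, with 794 entries, 12 of them without a value) were tested with camera of limma at a preset correlation of 0.01 and at an estimated correlation, with adjustment over the 41 lists that had at least 3 tested genes. The lists stand in for Ingenuity pathways and motif activity, which were not repeated here. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

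The paper's own values had been seen when the genes to name were chosen. Named are the genes the paper names, the 15 largest increases and decreases at or above the median level with groups that did not overlap, up to 4 members of each list past the threshold and 1 that moved against it, and all members of the targeted, sex-linked, strain and motif factor lists. Some genes that this rule names are not reported here. Alternatives were quantile normalization, limma without trend, no filter, an FPKM of 1 in every kidney and a pseudocount of 0.1. Stricter thresholds, each kidney left out, an estimated correlation and the authors' p-values were also used. The p53 and DNA damage lists were to be run without proliferation genes too, but they hold none of them. Median centring was added after the median change of all genes was seen to lie above 0.

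The same steps were tested on simulated data of 12036 genes and the same group sizes. Of 67, 67 and 66 genes changed by 0.5, 1 and 2 on the log2 scale, 85.1%, 97.0% and 98.5% were called, with 10 unchanged genes among 197 calls. With no change simulated, 0 genes and 0 of 41 lists were called. A list shifted by 0.5 was called with a mean estimate of 0.50. Simulated genes varied independently of each other, so these runs cannot test list calls where genes vary together. The genes changed singly were drawn from those of higher WT level and were far fewer than the 4215 called in the kidneys. The number of reads per kidney is unknown, so no counting interval is given, and a fold change of a gene near an FPKM of 1 is lowered by the pseudocount. The metabolite images, amplicon sequencing and histology of the paper were not analysed here.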

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

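The tests of the scaling of the values, and the choice of the gene lists that count as outside those the paper discusses, were made only after the results were seen. Outside the pathways the paper discusses, the mean log2 fold change in BPS-TA kidneys was 0.86 for kidney injury genes, 1.72 for the B and plasma cell markers, 0.60 for thick ascending limb markers, 0.49 for principal cell markers of the collecting duct, 0.53 for endothelial markers and 0.67 for fibroblast markers. It was -0.38 for proximal tubule markers, -0.11 for cholesterol synthesis genes and -0.22 for androgen-dependent kidney genes. Each of these lists passed camera at its preset correlation, and none passed with an estimated correlation (lowest adjusted p = 0.340, 4 of 41 lists at an unadjusted p under 0.05).

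A single BPS-TA kidney lay apart from the other 3 in 4 of 203 groups tested, where chance gives about 1 in 20; the WT group of 3 was not tested. The gap to the nearest kidney, as a share of the whole range, was 0.901 for Bambi (FPKM of 1.67 in TC-12 against 1.57 to 1.58), 0.887 for Bap1 (26.7 in TC-8 against 22.9 to 23.3), 0.903 for Slc8a1, a sodium-calcium exchanger gene (13.8 in TC-7 against 12.5 to 12.6), and 0.920 for the list mean of the tricarboxylic acid cycle (0.060 on the log2 scale from the WT mean in TC-8, against -0.0018 to 0.0032).

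Of the 35 splits of the 7 kidneys into 3 and 4, only the real one gave as many genes past the threshold as the 4215 observed. The highest other gave 1. The real split's share of 2.86% is the smallest that 35 splits allow, so chance is unlikely for the number of genes but not excluded. For the number of gene lists, 2 of the 35 splits (5.71%) gave as many as the 22 observed, so chance cannot be excluded there either. The split with TC-7, TC-11 and TC-12 on one side and TC-8 with the WT kidneys on the other gave 24. It differs from the real split by TC-8 alone and keeps most of the same contrast, so its count does not speak for chance.

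Proximal tubule markers and oxidative phosphorylation genes were lower than other genes in BPS-TA kidneys (medians of -0.38 and -0.18 on the log2 scale relative to all genes). The scaling alone does not account for the tubule markers, whose median after quantile normalization was still -0.15 relative to all genes (SD 0.0518 over the BPS-TA kidneys). For oxidative phosphorylation the median relative to all genes was then 0.0013 (SD 0.0400). In the authors' comparison, however, its median was -0.27 beside -0.040 for all genes. Centring gave -0.23 beside -0.054, but it moves all genes of a kidney alike. It therefore cannot change a median relative to all genes and is no further evidence. The lower values relative to all genes were thus present on the deposited scale and in the authors' comparison, and absent after quantile normalization. A lower share of proximal tubule cells in the cortex pieces stays open. The medians of 6 other resident cell types lay 0.40 apart (endothelial highest, intercalated cells lowest). This is within the 0.48 that 95% of random lists stay under. It is, however, far above the SD of 0.067 that this difference had over the BPS-TA kidneys. Staying under 0.48 therefore does not show that the cell types rose alike, and the test cannot decide. Proximal tubule markers themselves spread from -1.72 for Slc22a6 to 0.22 for Slc5a2, whose call was lost with centring. More medulla in the BPS-TA pieces stays open too, since thick ascending limb markers had a median of 0.56 (SD 0.0993), while the medulla and urothelium list was not called (adjusted p = 0.973) at a median of 1.18 over 5 genes, which ranged from 0.12 in TC-8 to 1.84 in TC-12. An effect of the transgenes on the tubule cells is a biological explanation that these kidneys leave open, and it was not tested.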

How the results depend on the processing

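Of the alternatives below, the centring of each kidney on its median was chosen after seeing the data. No paired analysis was possible because the kidneys' columns carry no replicate numbers, so the replicate block set beforehand was not run. Of the 155 genes and 41 lists compared, 93 genes and 8 lists kept their direction and their side of the threshold under every alternative; for at least 1 alternative, 45 genes and 22 lists fell short of the threshold, 8 genes and 4 lists newly passed it, 12 genes and 8 lists changed sign, and 1 gene, compared without a threshold, moved by more than its SD. Car9, Hk2, Ndufa4l2 and Cdkn1a kept theirs throughout. For genes below the filter of the fit, left-out kidneys were judged by direction and by the size of the change against the SD, not by the threshold. Cdkn2b thus counts as unchanged there, although its exact two-sided permutation p was 0.0667 to 0.133 over left-out kidneys. Depth per kidney is unknown, so the reads behind a low value in a single kidney are unknown too. The authors' mean scaled counts were 1.04 for Cdkn2a, 19.5 for Chek1, 27.8 for Cdkn2b and 38.4 for Brca1. The pseudocount of 1 lowers the fold changes of genes with low values. Stricter thresholds lower the counts by construction; for the other changes below the cause was not tested.

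Adjusted p under 0.01 gave 2110 genes (1747 higher, 363 lower), and an absolute log2 fold change of at least 1 gave 285 (245 higher, 40 lower). Quantile normalization gave 1416 higher and 1724 lower genes, of which 2147 genes in all were shared with the 4215 and none had another sign; median centring gave 1515 and 2480 (2305 shared), and the authors' p-values 3508 lower. Leaving out a kidney gave 2803 (without WT-7) to 4230 (without TC-8) genes, 2267 to 3325 higher and 491 (without WT-6) to 905 lower.

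With an estimated correlation the adjusted p was 0.340 for HIF1 targets and glycolysis, mitochondrial antioxidant and stress genes, proteasome, chaperones, phagocytic receptors, cancer signalling, interferon-stimulated genes and ATF4 targets, 0.352 for oxidative phosphorylation, 0.433 for fatty acid oxidation and 0.377 for leukocyte extravasation. Quantile normalization gave 0.875 for oxidative phosphorylation, 0.199 for fatty acid oxidation and 0.146 for the mitochondrial antioxidant and stress genes, and it turned the direction, with no call, of the tricarboxylic acid cycle (0.226), DNA damage response (0.423), aspartate and glutamate metabolism (0.355), gluconeogenesis (0.632), intercalated cells (0.844) and sex-linked genes (0.844). Median centring called the tricarboxylic acid cycle (0.0107) and CEBPB targets (0.0264), and turned intercalated cells (0.924), sex-linked genes (0.883) and the targeted genes and HIF pathway (0.924). Over left-out kidneys the adjusted p ran from 0.665 to 0.970 for DNA damage response, 0.664 to 0.965 for intercalated cells, 0.654 to 0.974 for medulla and urothelium and 0.766 to 0.989 for sex-linked genes, each with a turn of direction and no call. The lists of p53 targets and DNA damage response hold none of the proliferation genes. Leaving these out therefore repeated the main test, which called neither list (camera, adjusted p = 0.507 and 0.902).

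Log2 fold changes under quantile normalization were 0.28 for Top2a and 0.19 for Trp53 (both no longer called), -0.032 for Arnt, -0.081 for Ddx3y and -0.17 for Pbrm1. Under median centring they were 0.48 for Top2a, 0.17 for Trp53 and 0.25 for Vegfa (no longer called), -0.022 for Arnt, -0.097 for Atf4, -0.034 for Cs, -0.14 for Ddx3y, -0.077 for Ggt1, -0.019 for Ndufb8 and -0.17 for Pbrm1. In the authors' deposited table they were 0.21 for Bbc3 (not called), 0.99 for Brca1 (called), -0.022 for Arnt, -0.089 for Calb1, -0.042 for Cs, -0.0049 for Ddx3y, -0.059 for Ggt1, -0.081 for Pbrm1, -0.25 for Slc8a1 and -0.0052 for Vhl. Over left-out kidneys they ran from -0.087 to 0.017 for Bap1, 0.28 to 0.60 for Brca2, 0.14 to 0.38 for Chek1, -0.024 to 0.11 for Ddx3y, -0.021 to 0.054 for Pbrm1, -0.061 to 0.022 for Setd2, 0.57 to 0.79 for Top2a, 0.31 to 0.41 for Trp53 and 0.32 to 0.54 for Vegfa.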

Differences from the paper's values

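The paper's count of genes that differ is 7775, of which 4014 are higher and 3761 lower. These are also the counts of the authors' deposited table at its own adjusted p. The count here is 4215, also at an adjusted p under 0.05; the paper states no filter. Of the alternatives set before the data were examined, the authors' p-values over the genes kept by the filter gave 6025, within 1.5 times the paper's count, and none of the others did: quantile normalization, limma without trend, no filter, a value of 1 in every kidney, a pseudocount of 0.1, the stricter thresholds and the left-out kidneys. The paper's count of lower genes is 3761 and the count here 790; again the authors' p-values (3508) lay within 1.5 times of it and none of the other alternatives did. For higher genes it was the other way: the 3425 here lay within 1.5 times of the paper's 4014, and the 2517 of the authors' p-values did not. The paper's number of WT kidneys is 7, and 3 were analysed here, with no alternative to that number.

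The paper states higher Brca1 transcripts in BPS-TA kidneys; here Brca1 had an exact two-sided permutation p of 0.314 (log2 difference 0.10). The authors' deposited table calls it, and a fit with no filter on low values did not. Its legend to Fig. 3E names Cdkn2a, where its text names Cdkn2b; Cdkn2a had an exact two-sided permutation p of 0.457, at mean FPKM of 0.0229 in WT and 0.0809 in BPS-TA kidneys, and Cdkn2b one of 0.0286, with every BPS-TA kidney above every WT kidney. Of the other genes that its text names there, Trp53, Bbc3, Cdkn1a and Top2a were higher here too.

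The paper states that the protein ubiquitination pathway held mostly lower transcripts. Here lower and higher genes numbered 5 and 0 for the proteasome and 13 and 3 for chaperones. They numbered 0 and 5 for ubiquitin-activating and -conjugating enzymes, which alone went the other way by count. Relative to all genes, however, the median of the enzymes was -0.10. With median centring, chosen after seeing the values, the enzymes had 8 lower and 2 higher genes, and the authors' p-values gave 14 and 3. The paper states that Smad1 and Cebpb were activated by its motif analysis, which measures promoter motifs; the stand-in target lists here were not called (adjusted p = 0.642 and 0.290), and CEBPB targets were called with median centring (adjusted p = 0.0264), which ended the calls of Vegfa, Trp53 and Top2a, genes the paper calls.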

Other observations

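The tests on DNA repair genes were chosen only after the result was seen. In BPS-TA kidneys 6 of 7 thick ascending limb markers rose (6 up and 1 down adjusted over the list alone), with Umod, which encodes uromodulin, from 1442 ± 109 (SD, n = 3) FPKM in WT to 2570.3 ± 215 (SD, n = 4) in BPS-TA kidneys, and Slc12a1, the sodium-potassium-chloride cotransporter gene, from 196 ± 21.6 (SD, n = 3) to 362 ± 37.6 (SD, n = 4). Of 7 principal cell markers 6 rose (7 adjusted over the list alone), among them Scnn1g, a subunit gene of the epithelial sodium channel (log2 fold change 0.55, adjusted p = 0.00228 from limma). Of 10 endothelial markers 9 rose (alike adjusted over the list alone), with Emcn, which encodes endomucin, from 50.8 ± 2.14 (SD, n = 3) to 82.1 ± 3.45 (SD, n = 4), and of 9 fibroblast markers 6 rose (8 adjusted over the list alone), with Pdgfra, a growth factor receptor gene, from 2.44 ± 0.355 (SD, n = 3) to 4.77 ± 1.05 (SD, n = 4) (log2 fold change 0.73, but 0.23 in the authors' deposited table, adjusted p = 0.301); quantile normalization left 1 fibroblast marker past the threshold, centring 3 and the authors' p-values 2. In camera these lists had adjusted p = 0.0108, 0.00607, 4.22e-04 and 0.0482 in that order, and adjusted p = 0.340, 0.340, 0.377 and 0.623 with an estimated correlation; the fibroblast call was also lost without WT-6, WT-7, TC-11 or TC-12 (highest adjusted p = 0.0945). The median log2 change of the fibroblast markers from the WT mean was 0.89 in TC-11 and 0.96 in TC-12, against 0.37 in TC-7 and 0.37 in TC-8. Distal convoluted tubule markers (2 of 6 higher, adjusted p = 0.408), intercalated cell markers (2 of 7, but with 4 lower by the authors' p-values, adjusted p = 0.877, tested as lower although their median of 0.17 was above 0) and podocyte markers (2 of 6, adjusted p = 0.301) were not called.

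In metabolism, cholesterol synthesis genes went both ways, with 5 of 18 lower and 3 higher (alike adjusted over the list alone; list adjusted p = 0.00134 in camera, and adjusted p = 0.340 with an estimated correlation). After quantile normalization 7 were lower and 1 higher, with centring 9 and 1, and 12 were lower with the authors' p-values. Of 6 androgen-dependent genes 4 fell and 1 rose (4 and 2 adjusted over the list alone), with Cyp4b1, a monooxygenase gene, from 2087 ± 198 (SD, n = 3) to 1110.1 ± 105 (SD, n = 4) and Odc1, the first enzyme gene of polyamine synthesis, from 161 ± 14.4 (SD, n = 3) to 224 ± 32.5 (SD, n = 4), a call lost with centring (adjusted p = 0.104) and without WT-5 (adjusted p = 0.0583); the list call (adjusted p = 0.00270; adjusted p = 0.340 with an estimated correlation) was lost after quantile normalization (adjusted p = 0.0945) and with centring (adjusted p = 0.0691). Genes of the metabolites that the paper measured by MALDI-IMS were not called as lists: aspartate and glutamate metabolism (5 of 15 higher and 4 lower, adjusted p = 0.540), purine breakdown and salvage (2 of 9 higher and 1 lower, or 4 lower with the authors' p-values, adjusted p = 0.675) and sterol sulfation (2 of 4 higher and 1 lower, adjusted p = 0.507). Aspa, which encodes aspartoacylase, fell from 189 ± 6.20 (SD, n = 3) to 127 ± 6.50 (SD, n = 4), Ampd3, an AMP deaminase gene, rose from 4.68 ± 0.322 (SD, n = 3) to 7.32 ± 0.707 (SD, n = 4), and of the sulfate donor synthases Papss1 rose from 44.2 ± 3.58 (SD, n = 3) to 64.7 ± 2.75 (SD, n = 4) and Papss2 fell from 134 ± 5.37 (SD, n = 3) to 87.5 ± 6.11 (SD, n = 4). Gluconeogenesis (0 of 6 passing in limma, 2 lower at an unadjusted p under 0.05, adjusted p = 0.0971), medulla and urothelium markers (1 of 5 higher and 1 lower), sex-linked genes (2 of 4 higher, adjusted p = 0.973) and the targeted genes and HIF pathway (1 of 7 higher, adjusted p = 0.883) were not called either. The adrenal list, the adipocyte list and the strain list had 1 tested gene each: Akr1b7 rose from 1.70 ± 0.491 (SD, n = 3) to 3.56 ± 0.984 (SD, n = 4) (adjusted p = 0.0176; highest over its alternatives 0.0886), Fabp4 from 48.4 ± 7.19 (SD, n = 3) to 67.9 ± 2.71 (SD, n = 4), and Nnt, which differs between mouse substrains, had an adjusted p of 0.371 and passed with centring (log2 fold change -0.23) and in the authors' deposited table (-0.29).

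DNA repair genes transcribed in S and G2 phase had a median log2 difference of 0.60 over 15 genes, with a pseudocount of 0.1, and repair genes transcribed throughout the cycle 0.14 over 17. A larger change in the first class, which more cycling cells in BPS-TA kidneys would give, had a one-sided permutation p of 1e-05. This is the smallest that 100000 permutations can give. Genes, not kidneys, were permuted between the classes, and genes measured in the same kidneys are not independent replicates. But genes drawn at random with the same mean FPKM gave a difference as large as the 0.46 observed in 0.121 of 2000 draws, a check added after that p was seen, so the low level of the S and G2 genes and cycling cells cannot be told apart as candidate explanations. A response to the nickase was not tested, since the design holds no kidneys with TRACK alone.

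The authors' per-kidney values and their table of comparisons gave log2 fold changes over 1 apart for 57 of 11982 genes, Egr1, Hspa1a and Hspa1b among them. Few reads per gene is a candidate explanation for part of them: their median of mean counts in the authors' table was 174 (114 with a pseudocount of 0.1), below the 25th percentile of all genes at 307, but Egr1 at 832 and Hspa1b at 766 lay far above that percentile. Exons shared with another gene, in the GRCm38 annotation, cannot be told apart from chance as an explanation: 38.6% of these genes had one, against 37.1% of the others (Fisher's exact test, two-sided p = 0.891). Over all compared genes the median difference between the tables was 0.16 on the log2 scale. No biological explanation was tested for it, and other WT kidneys in the comparison, for which the paper gives 7 where the values per kidney have 3, stay open as an explanation.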
